# A new cell culture resource for investigations of reptilian gene function

**DOI:** 10.1242/dev.204275

**Published:** 2024-11-22

**Authors:** Sukhada P. Samudra, Sungdae Park, Elizabeth A. Esser, Tryggvi P. McDonald, Arianna M. Borges, Jonathan Eggenschwiler, Douglas B. Menke

**Keywords:** Lizard, Anolis, Cell line, Hedgehog, CRISPR

## Abstract

The establishment of CRISPR/Cas9 gene editing in *Anolis sagrei* has positioned this species as a powerful model for studies of reptilian gene function. To enhance this model, we developed an immortalized lizard fibroblast cell line (ASEC-1) for the exploration of reptilian gene function in cellular processes. We demonstrate the use of this cell line by scrutinizing the role of primary cilia in lizard Hedgehog (Hh) signaling. Using CRISPR/Cas9 mutagenesis, we disrupted the *ift88* gene, which is required for ciliogenesis in diverse organisms. We determined that loss of *itf88* from lizard cells leads to an absence of primary cilia, a partial derepression of *gli1* transcription, and an inability of the cells to respond to the Smoothened agonist, SAG. Through a cross-species analysis of SAG-induced transcriptional responses in cultured limb bud cells, we further determined that ∼46% of genes induced as a response to Hh pathway activation in *A. sagrei* are also SAG responsive in *Mus musculus* limb bud cells. Our results highlight conserved and diverged aspects of Hh signaling in anoles and establish a new resource for investigations of reptilian gene function.

## INTRODUCTION

The ability to manipulate genomes through transgenesis and targeted gene editing has been essential for advancing our understanding of gene function during development. Although these technologies have long been available in major model systems, the past decade has witnessed a rapid expansion in the number of species for which genome manipulation methods are available. One major group of amniotes in which gene function remains largely unexplored are squamate reptiles, the group that comprises lizards and snakes. Squamates are only distantly related to mammalian and avian models, having diverged from mammals approximately 320 million years ago and from avians 290 million years ago (Hedges et al., 2006). Furthermore, with over 11,000 described species (http://www.reptile-database.org), there is a tremendous amount of biology to explore within squamate reptiles. This provides strong motivation for the establishment of gene-editing methods and resources for studies of gene function in this clade.

The brown anole lizard, *Anolis sagrei*, was the first squamate species in which *in vivo* gene editing was reported, finally permitting the production of gene knockouts in a squamate model (Rasys et al., 2019). The recent publication of a high-quality reference genome for *A. sagrei* has further enhanced this model system (Geneva et al., 2022), as has the development of *ex ovo* whole embryo and *Anolis* limb micromass culturing methods (Infante et al., 2018; Park et al., 2014; Sanger and Kircher, 2017). Despite these advances, additional resources and tools are required for mechanistic studies of signaling pathways and cellular processes in *A. sagrei*. Here, we report the establishment and characterization of a new immortalized *A. sagrei* embryonic fibroblast cell line to enable experimental manipulation of gene function in cell culture. As proof of principle, we use this cell line to test the role of primary cilia in reptilian Hedgehog (Hh) signaling by using CRISPR/Cas9 to disrupt the *ift88* gene, which is required for the generation of primary cilia in diverse organisms (Han et al., 2003; Huang and Schier, 2009; Huangfu et al., 2003; Pazour et al., 2000, 2002; Qin et al., 2001). To complement these mechanistic studies of Hh signaling, we describe a simple procedure to induce Hh signaling *in ovo* using the Smoothened agonist SAG. In addition, we characterize the transcriptional responses of *Anolis* and mouse limb bud cells to SAG in cell culture to identify shared and species-specific Hh-responsive genes. Together, this work provides significant cell culture and transcriptome resources to advance studies of Hh signaling and other cellular processes in *Anolis* lizards.

## RESULTS

### Generation and characterization of an *A. sagrei* immortalized cell line

To establish an immortalized *A. sagrei* cell line for functional genetic studies of Hh signaling and other biological processes in reptile cells, we employed a simple strategy whereby we serially passaged primary lizard embryonic fibroblasts (LEFs) collected from the torso region of a single stage 6 *A. sagrei* embryo (Fig. 1A). Cells entered senescence at passage 26, after which time a small fraction of cells resumed proliferation. Of these, 192 single cells were sorted into 96-well plates. This ultimately resulted in the generation of approximately 40 surviving cell lines from the *Anolis* embryo. To determine the suitability of these cells for studies of Hh signaling, we tested the responsiveness of three cell lines to SAG, which was validated as a potent inducer of the Hh pathway *in vivo* (see below). We exposed the cell lines to 200 nM SAG for 24 h; these conditions are sufficient to induce Hh signaling in immortalized mouse fibroblasts (Chen et al., 2002). In response to SAG exposure, all three clones demonstrated a significant increase in the expression of *gli1* and *ptch1*, known conserved transcriptional targets of the Hh pathway (Fig. S1A,B). We chose one of these SAG-responsive cell lines, *Anolis sagrei* embryonic cell line 1 (ASEC-1), to evaluate in greater detail. We observed that *gli1* and *ptch1* displayed a clear trend of elevated expression as SAG concentrations were increased (Fig. 1B,C). When exposed to 200 nM SAG for different time intervals from 6 to 72 h, the relative *gli1* expression intensified as exposure time increased (Fig. S1C,D). In both SAG dosage and time curve experiments, relative *gli1* expression was more sensitive to experimental conditions than was *ptch1* expression.

**Fig. 1.**
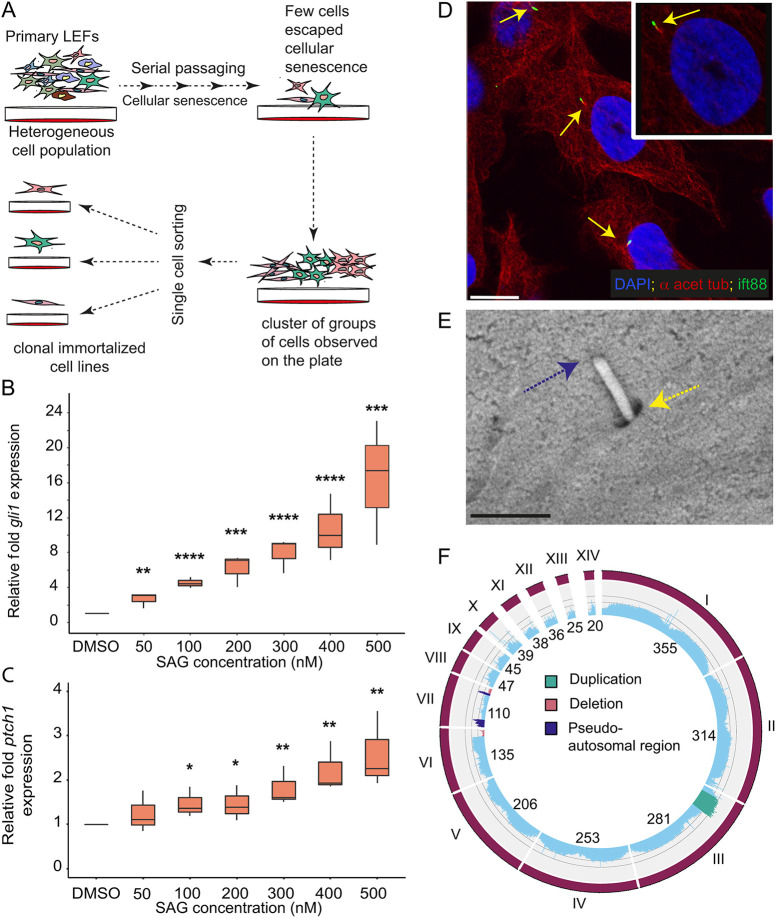
**Generation and characterization of the ASEC-1 lizard cell line.** (A) Process for the generation of immortalized cell lines from *Anolis* torso primary LEFs. (B,C) qRT-PCR showing relative *gli1* (B) or *ptch1* (C) expression in ASEC-1 cells in response to various SAG concentrations (*n*=3). Gene expression is relative to DMSO treated cells and is normalized against *tbp* and *atp5f1d*. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001 (paired *t*-test). The box limits represent the lower and upper quartile values of the dataset. The horizontal line represents the median value of the dataset. Whiskers mark the minimum and maximum values of the data points in the given dataset. (D) Visualization of the primary cilium on ASEC-1 cells by immunostaining for acetylated α-tubulin and Ift88. The primary cilium, indicated by yellow arrows, features a ciliary axoneme stained with acetylated α-tubulin antibody (red) and the tip of the cilium stained with Ift88 antibody (green). Scale bar: 10 µm. (E) SEM image of a primary cilium at 50,000× magnification. A yellow arrow points to the ciliary pit, and a blue arrow indicates the tip of the cilium. Scale bar: 1 µm. (F) Circular genome plot showing average WGS coverage over 1 MB bins for the ASEC-1 cell line and highlighting potential deletion and duplication events. Gray lines running parallel to axes represent 0.5×, 1×, and 1.5× of the genome wide WGS average. Scaffolds are labeled with Roman numerals.

ASEC-1 was characterized with respect to cellular morphology, doubling time, density at confluence, survival after freezing, sensitivity to puromycin, and efficiency of transfection using cationic lipids (Fig. S2). Since Hh signaling is functionally linked to the primary cilium in vertebrates (Huangfu et al., 2003; Huangfu and Anderson, 2005), we used immunostaining and scanning electron microscopy (SEM) to examine ASEC-1 cells for the presence of primary cilia. We began by co-staining cells with antibodies raised against two established ciliary markers, acetylated α-tubulin and Ift88. The staining pattern was consistent with the presence of primary cilia (Robert et al., 2007; Snouffer et al., 2017), with each cell displaying, at most, a single co-stained structure with Ift88 staining occurring at the distal tip (Fig. 1D). To confirm the presence of primary cilia, we performed SEM on ASEC-1 cells (Fig. 1E). SEM images revealed the presence of a ∼1 µm long/∼0.3 µm diameter protrusion from the cells with a pit at the base of the protrusion, typical of fibroblast primary cilia.

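ASEC-1 is an immortalized line of *A. sagrei* embryonic fibroblasts. SAG is an agonist of Smoothened, which activates the Hh pathway. For RNA-seq, cells thawed at passage 34 were expanded as 1 culture, split onto 8 plates and serum starved for 48 h. The plates were then exposed to 400 nM SAG (4 plates) or to vehicle (DMSO, 4 plates) for 48 h, and SAG and DMSO plates were processed in pairs. The paper states that reads were aligned to the AnoSag2.1 assembly and counted with featureCounts, and the authors deposited counts divided by a size factor for each library (normalized counts). The table also lists 814 features of a Y chromosome annotation. Every deposited value was a whole multiple of its library's step, so the reads behind it could be recovered. Between 34345349 and 44438611 reads per DMSO library (median 40543813) and between 43337742 and 45623144 per SAG library (median 44442831) were counted on 20828 features. Replicate libraries differed by more than counting noise, with a chi-square per degree of freedom of at least 3.77 between replicates. As the replicates are plates of 1 culture, p-values for ASEC-1 rest on the spread between plates only. SAG and DMSO libraries were compared with limma on log2(normalized count + 1) over the 13926 features with a mean normalized count of at least 10, with the replicate pair as a block and Benjamini-Hochberg adjustment. Adding 1 to each value draws the fold changes of genes with few counts toward 0. The paper's text gives no significance threshold for ASEC-1, so the 0.05 it uses for lizard limb cells was applied. No symbol of the ASEC-1 table starts with T. The missing T of 1442 symbols was completed from the features of the same number in the limb cell table, and symbols without such a counterpart, among them those of the Y chromosome annotation, were left unchanged. Lizard genes are given with the identifiers of the deposited tables, and their chromosome coordinates were not used here.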

To characterize the ASEC-1 cell line further, we assessed the transcriptome. 

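Values are mean normalized counts ± SD over the 4 DMSO libraries of ASEC-1. Among fibroblast markers, *vim* (ANOSAGT015111) was at 371887 ± 5198, *col1a2* (ANOSAGT015056) at 110914 ± 4872 and *col1a1* (ANOSAGT014284) at 68829.8 ± 1854. The values were 27321 ± 2247 for *lum* (ANOSAGT012220), 22319 ± 677 for *col5a1* (ANOSAGT020332) and 3026 ± 213 for *pdgfra* (ANOSAGT012854). Among mural cell markers, *des* (ANOSAGT001187) was at 43201 ± 2090.2, *pdgfrb* (ANOSAGT005564) at 26197.5 ± 1127 and *mcam* (ANOSAGT017947) at 15339 ± 829. *Notch3* (ANOSAGT005102) was at 9193 ± 255, and *anpep* (ANOSAGT018820) was at 1031 ± 36.1, with 981 in its lowest library.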

RNA-sequencing (RNA-seq) analysis detected the presence of transcripts for common fibroblast markers, including *vim*, *col1a1*, *col1a2*, *col5a1*, *lum*, and the cell surface receptor *pdgfra* (Guerrero-Juarez et al., 2019; Meng et al., 2020; Muhl et al., 2020; Sunami et al., 2020)*.* Transcripts for common mural cell markers were also found, namely *des*, *mcam, notch3*, *pdgfrb*, and *anpep* (*cd13*) (Muhl et al., 2020; Sunami et al., 2020). The flattened, spindle-like morphology of the cells (Fig. S2A-C) combined with the presence of commonly expressed fibroblast molecular markers provides evidence for the fibroblast nature of the cell line (Table 1). 

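Genes were ranked by their mean in the DMSO libraries among the 17754 with a mean above 0. Counts were not divided by transcript length, so a rank reflects length as well as transcript level. *Vim* ranked 2, *col1a2* 17, *col1a1* 46, *lum* 218 and *col5a1* 268, and *pdgfra* ranked 3063. *Dcn* (ANOSAGT012219), at 55534 ± 6004 normalized counts (SD, n = 4), ranked 75. *Loxl1* (ANOSAGT018713), 1 of 2 features with this symbol, was at 1533 ± 68.3 and ranked 5265, which places it in the top 29.7%. Ranking the SAG libraries in place of the DMSO libraries moved *loxl1* the most, to the top 22.7%. The paper takes the presence of fibroblast markers, together with cell morphology, as evidence that the line is of fibroblast nature.

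**Figure D1:**
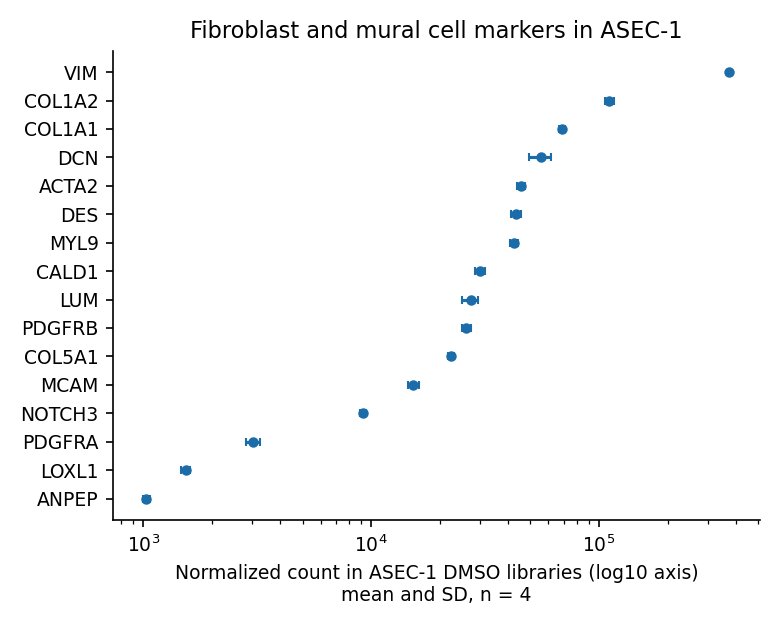
Mean normalized counts of 16 fibroblast and mural cell markers in the 4 DMSO libraries of ASEC-1, on a log10 axis. Points are means and bars are SDs. *Vim* is at 371887 and *anpep* at 1031.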

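In ASEC-1, 202 features were upregulated and 228 downregulated by SAG at an adjusted p under 0.05. Leaving out replicate 4 moved the upregulated count most, to 113, and a threshold of 0.01 moved the downregulated count most, to 111. Without replicate 1 the downregulated count was 118 and without replicate 4 it was 139. *Gli1* (ANOSAGT004270) rose from 22.6 ± 4.64 to 111 ± 9.23 normalized counts (SD, n = 4 each), a log2 fold change of 2.27 (standard error 0.199, adjusted p = 5.26e-07 from limma, higher in 4 of 4 pairs). *Ptch1* (ANOSAGT003802) rose from 293 ± 23.9 to 522 ± 52.1, a log2 fold change of 0.83 (standard error 0.0852, adjusted p = 4.02e-06 from limma, 4 of 4 pairs). *Gli2* (ANOSAGT001273) changed by -0.09 (adjusted p = 0.215 from limma, lower in 4 of 4 pairs). *Gli1* and *ptch1* stayed past the threshold under each of 14 alternatives, 4 of which left out 1 replicate each. The upregulated genes with the smallest adjusted p were *efemp1*, *nuak2*, *bgn*, *scube3* and *col4a2*, with log2 fold changes of 1.24, 1.36, 0.78, 1.02 and 0.67 and adjusted p from 6.90e-13 to 1.44e-09 (limma). The downregulated ones were *adamts15*, *sdr42e1*, *faah*, *gsta4* and *rasgef1b*, with log2 fold changes of -1.15, -0.47, -0.67, -0.40 and -0.66 and adjusted p from 3.56e-09 to 1.08e-06 (limma). Each of these 10 genes moved the same way in all 4 pairs. The *sdr42e1* symbol is carried by 2 features and the *faah* symbol by 4, so reads may be split between copies. The authors' deposited table of this comparison gives log2 fold changes of 2.31 for *gli1* and 0.84 for *ptch1*. Of the 430 features called here, 386 are also called at that threshold in the authors' deposited table and 44 are not. Another 58 are called only in the authors' table.

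**Figure D2:**
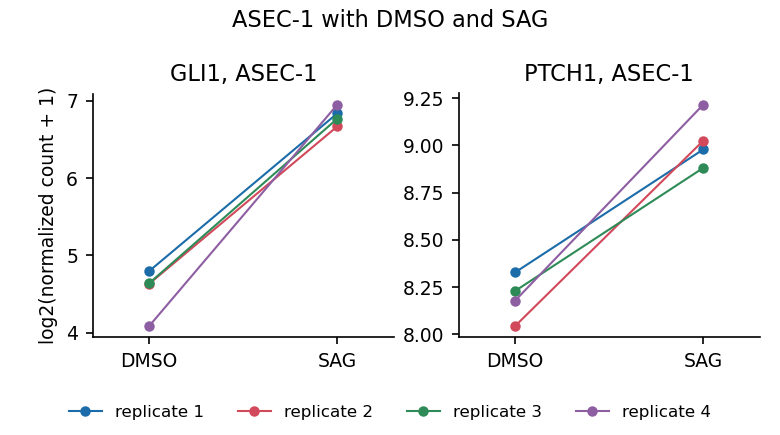
*Gli1* and *ptch1* in ASEC-1 as log2(normalized count + 1) on a linear axis. Each line joins the DMSO and SAG libraries of 1 of the 4 replicate pairs. All 4 lines rise for both genes, on average by 2.27 for *gli1* and 0.83 for *ptch1*.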

RNA-seq analyses also confirmed that exposure of the cell line to SAG results in upregulation of *gli1* and *ptch1* (Table S1).

**Table 1.**
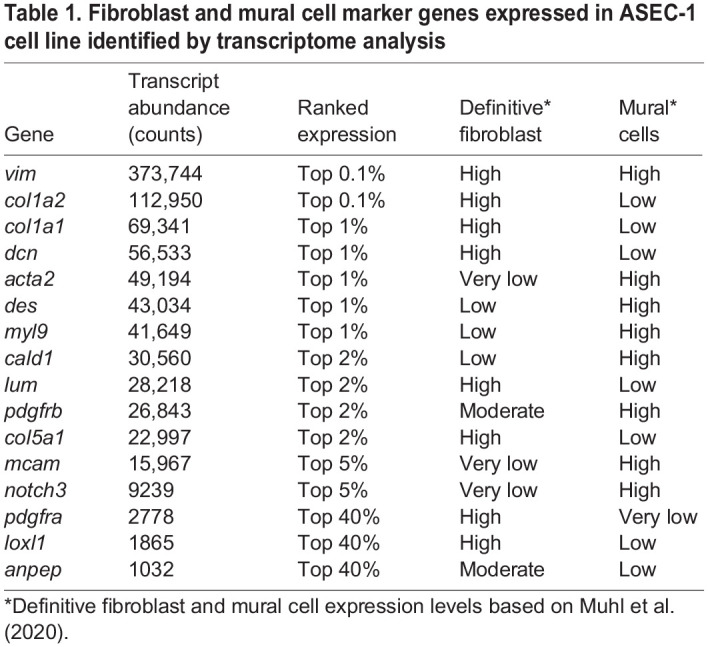
Fibroblast and mural cell marker genes expressed in ASEC-1 cell line identified by transcriptome analysis

To annotate sequence polymorphisms and detect major chromosomal abnormalities in the ASEC-1 cell line, we performed whole-genome shotgun sequencing and aligned the reads to a published *A. sagrei* reference assembly (Fig. 1F; Geneva et al., 2022). Sequence alignments revealed a large number of polymorphisms that distinguish the ASEC-1 cell line from the *A. sagrei* reference genome [16,101,990 single nucleotide polymorphisms (SNPs) and 862,358 indels]. The annotation of these polymorphic sites provides an important resource for the design of gene-editing experiments in ASEC-1. The published reference assembly (AnoSag2.1) was generated from a female and does not contain the *A. sagrei* Y chromosome. However, we found that the genome coverage of the X-specific portion of the X chromosome (i.e. the region of the X that has diverged from the Y chromosome) is half that of the autosomes, suggesting that the cell line is XY and derived from a male embryo. The presence of a Y chromosome was confirmed using PCR-based genotyping (Fig. S1E). Deviations from the average sequence coverage within a given chromosome indicate likely duplication or deletion events. We noted that scaffold 3 contains an apparent duplication of ∼42 Mb. This region displays 1.5 times the average genome-wide coverage. In addition, scaffold 6 exhibits an apparent monoallelic deletion of ∼20 Mb at one end of the chromosome. Scaffold 7, the X chromosome, also contains a putative monoallelic deletion of ∼14 Mb in a pseudoautosomal region. We found that genes encoding Hh ligands (*shh*, *ihh*, *dhh*), Gli proteins (*gli1*, *gli2*, *gli3*), Hh receptors (*ptch1*, *ptch2*), and *ift88*, a gene required for ciliogenesis, were not located in duplicated or deleted regions.

### Targeted disruption of *ift88* results in loss of the primary cilium

The *ift88* gene is required for ciliary assembly and maintenance in diverse organisms, ranging from *Chlamydomonas* to mouse (Huangfu and Anderson, 2005; Pazour et al., 2000, 2002). Therefore, to demonstrate the use of ASEC-1 for exploring gene function and to test the requirement of the primary cilium for Hh signaling in anoles, we disrupted the *ift88* gene in the ASEC-1 cell line by CRISPR/Cas9 gene editing. RNA-seq supported gene annotations (Geneva et al., 2022) indicate that the *A. sagrei ift88* gene contains 26 exons with the start codon located in exon 2 (Fig. 2A). We targeted exon 4 to disrupt the *ift88* open reading frame near the N terminus. After transfecting ASEC-1 cells with *Cas9* and *ift88* gRNA expression constructs, we sorted 192 individual cells into 96-well plates, which resulted in the successful isolation and propagation of 46 clonal cell lines. PCR amplification of exon 4 followed by PAGE revealed 19 clonal cell lines with indels in *ift88.* Sanger sequencing demonstrated that 12 of these clones carried frame-shifting mutations on both *ift88* alleles (Table S2). Additional sequencing of PCR-amplified *ift88* cDNA from mutant clones #28 and #30 confirmed the presence of biallelic frame-shifting mutations in *ift88* transcripts in these clones (Fig. 2B). In contrast, the chromatograms of two randomly selected clones (#12 and #35) that appeared wild type by PAGE analysis displayed no mutations.

**Fig. 2.**
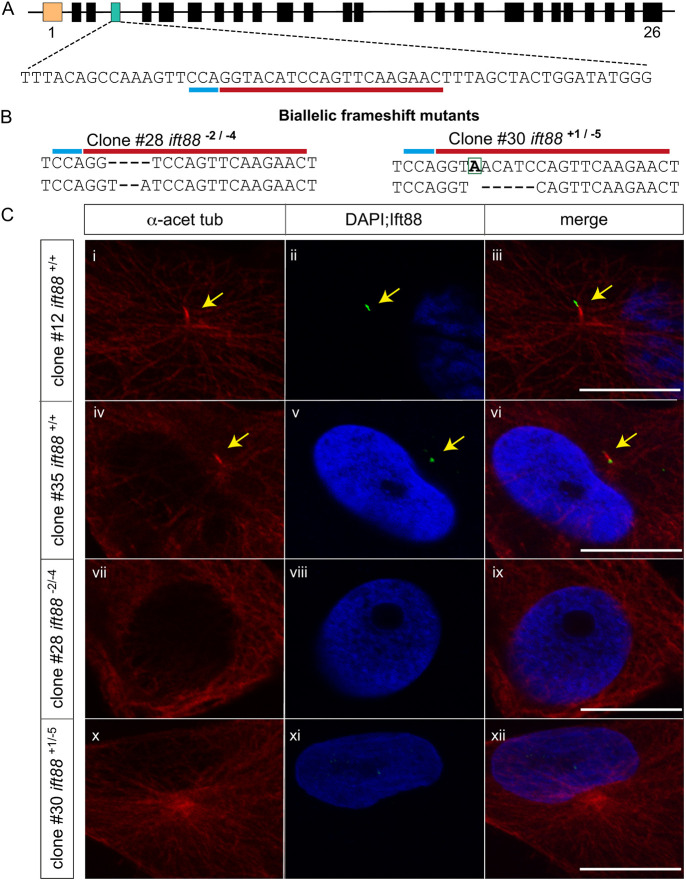
**CRISPR/Cas9 editing of the *ift88* gene in ASEC-1 cells.** (A) Schematic of the *A. sagrei ift88* gene (not to scale). Rectangles indicate exons. The first exon is noncoding and is indicated in orange. The fourth exon (green) was selected for gene editing. The targeted sequence is underlined in red with the protospacer adjacent motif (PAM) site underlined in blue. (B) Sequence analysis revealed biallelic indel mutations in clones #28 and #30. (C) Representative immunofluorescence images for detection of the primary cilium in wild-type and *ift88* knockout clones. In wild-type clones, acetylated α-tubulin antibody (red) stained the primary cilia axoneme with the Ift88 antibody (green) staining the tip of the cilium (i-vi). No obvious primary ciliary structures were observed in *ift88* knockout clones (vii-xii). Yellow arrows indicate primary cilia. Scale bars: 10 µm.

The loss of *ift88* function in ASEC-1 cells is predicted to prevent ciliogenesis. By staining for acetylated α-tubulin, we could visualize the primary cilium in at least 70% of cells from the parental ASEC-1 cell line (Fig. 1D). Similarly, we could readily identify the presence of primary cilia in two control *ift88^+/+^* ASEC-1 clones (#12 and #35), which did not carry mutations in *ift88* (Fig. 2C). Co-staining with Ift88 antibody demonstrated that Ift88 is localized at the tip of the cilia in these clones. In contrast, cells from mutant clones (clone #28: *ift88^−2/−4^*; clone #30: *ift88^+1/−5^*) did not show any Ift88 staining. Moreover, based on acetylated α-tubulin, roughly 90% of the cells in clones #28 and #30 failed to show ciliary structures (Fig. 2C, vii-xii). The remaining cells showed ambiguous structures that could not be confidently categorized as primary cilia.

### *ift88* is required for SAG transcriptional responses

To determine whether the loss of *ift88* and primary cilia affects Hh signaling, we studied SAG responsiveness of *ift88* mutant cell lines. The SAG responsiveness of wild-type ASEC-1 cells, as assessed by *gli1* and *ptch1* induction, was robust at 400 nM SAG concentration and 24 h of SAG exposure (Fig. 1B,C; Fig. S1). Hence, we chose to compare the SAG response of the parental cell line ASEC-1, clone #12 *ift88^+/+^*, clone #35 *ift88^+/+^*, clone #28 *ift88^−2/−4^*, and clone #30 *ift88^+1/−^*^5^ exposed to 400 nM SAG for 24 h. For each cell line, vehicle (DMSO) alone was used as a control treatment. Both of the wild-type clones had an increase in *gli1* expression in response to the SAG treatment. However, the increase in relative *gli1* expression was lower than that in the parental cell line (Fig. 3A). The relative levels of *ptch1* expression increased in WT clones to a degree similar to that of the ASEC-1 cell line (Fig. 3B). Conversely, *ift88* mutant clones #28 and #30 showed no change in *gli1* and *ptch1* expression in response to the SAG treatment (Fig. 3A,B).

**Fig. 3.**
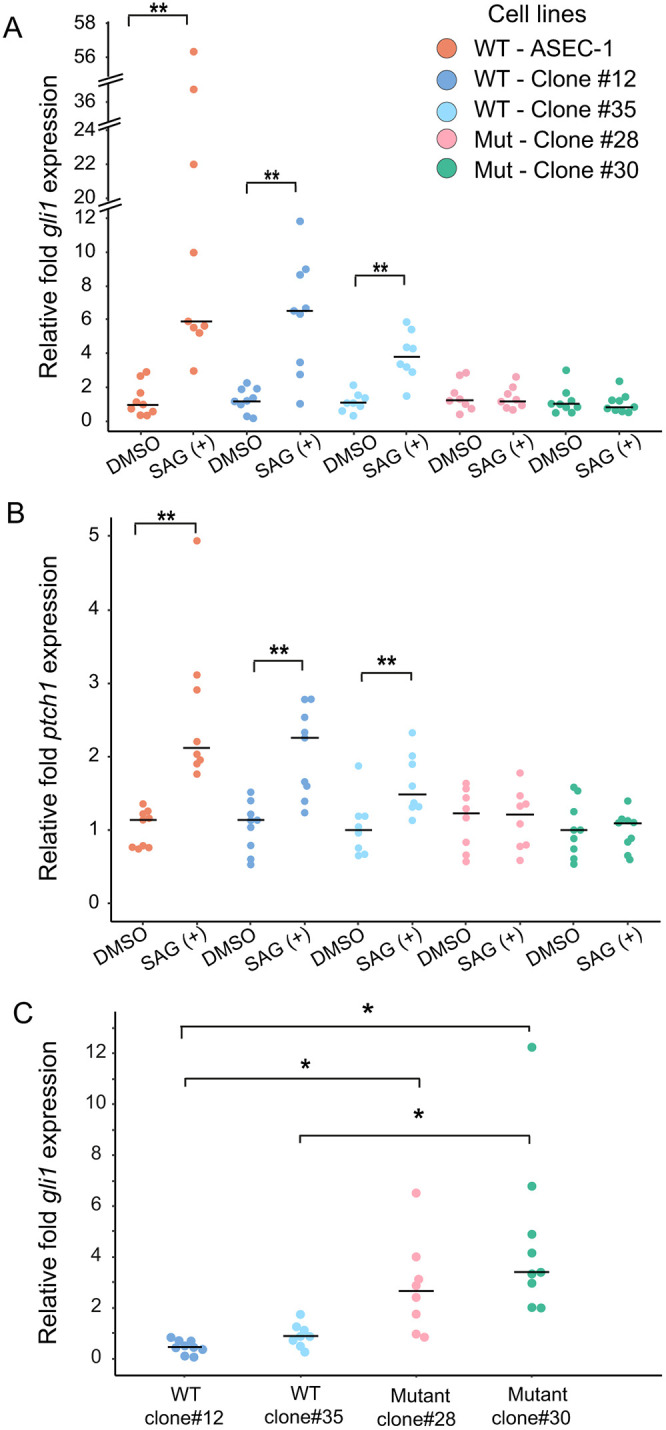
**Expression of *gli1* and *ptch1* in wild-type and *ift88* knockout ASEC-1 cells.** (A-C) Transcript levels were assessed by qRT-PCR. In each cell line, the induction of *gli1* (A) or *ptch1* (B) following SAG treatment was assessed relative to DMSO controls. The parental ASEC-1 cell line as well as two wild-type clones show an increase in *gli1* and *ptch1* expression in response to treatment with 400 nM SAG for 24 h. Mutant clones #28 and #30 showed no change in *gli1* or *ptch1* expression. (C) Relative basal *gli1* expression in DMSO-treated clones. Basal *gli1* expression is relative to the average ΔCt value of *gli1* expression in ASEC-1 DMSO-treated cells. *gli1* and *ptch1* expression was normalized to the two reference genes *tbp* and *atp5f1d*. *n*=9 for each condition. *P<0.05, **P<0.01 (A,B: Wilcoxon signed-rank test; C: Kruskal–Wallis rank sum test and Kruskal-Wallis multiple comparison test). Horizontal lines represent median values. Each individual data point represents a biological replicate.

In mice and zebrafish, the primary cilium also plays a role in repressing the Hh signaling pathway in the absence of ligand stimulation, leading to a higher level of unstimulated, basal Hh pathway activity in mutants lacking cilia (Huang and Schier, 2009; Huangfu et al., 2003). In zebrafish, the increase in unstimulated pathway activity in the absence of cilia is strong and mediated by unrestrained Gli1 activator (Huang and Schier, 2009). In mice, the increase in activity in the absence of cilia is weak and is mediated by partial loss of Gli3 repressor formation (Huangfu et al., 2003). To determine whether there is a difference in basal *gli1* expression levels between ASEC-1, WT clones, and *ift88* mutants, we analyzed *gli1* expression in these cell lines relative to the parental cell line in the absence of SAG. Relative to the parental cell line, we found that both mutant clones showed elevated basal expression of *gli1*, whereas basal expression in the two wild-type clones did not differ statistically from the parental line (Fig. 3C). Together, our data indicate that *ift88* mutant clones fail to induce the expression of Hh target genes in response to SAG and suggest that cilia are also required in anoles for repression of Hh pathway activity in the absence of inducer.

### Pharmacological induction of Hh signaling *in ovo*

Our ASEC-1 experiments tested whether the requirement of primary cilia function for SAG-induced Hh signaling in anoles is conserved. To validate the use of SAG for Hh pathway induction *in vivo* and to complement our studies in ASEC-1, we determined whether the developmental response of *Anolis* embryos to SAG exposure is also conserved. Previous work has demonstrated that a single injection of SAG into pregnant mice at embryonic day (E) 9.25 or E10.5 is sufficient to activate Hh signaling in the limb buds and induce polydactyly (Fish et al., 2017; Shin et al., 2019). To test our ability to pharmacologically manipulate Hh signaling in anoles, we exposed *Anolis* eggs to a single bolus of SAG within 24 h of oviposition (Fig. 4A; see Materials and Methods). Although it is not feasible to perform timed matings in anoles, *Anolis* embryos within these 24-h eggs are primarily at Sanger stages 3-4, which are at early stages of limb bud outgrowth and are roughly equivalent to E9.5-E10 mouse embryos (Sanger et al., 2008). However, we note that embryos in 24-h eggs will occasionally be at earlier or later stages of development. To assess whether SAG exposure can induce polydactyly in anoles, SAG-exposed eggs were incubated for 15 days to allow digits to develop. Polydactylous embryos were observed in eight out of nine eggs treated with 100 µM SAG, with four embryos exhibiting polydactyly in forelimbs and hindlimbs and four embryos displaying polydactyly in only the hindlimbs (Fig. 4B; Table S3). The single SAG-treated embryo that did not show polydactyly was at a later stage of development (stage 16 versus stage 11-14 for the polydactylous embryos), suggesting that the embryo was likely beyond stage 3-4 at the time of SAG exposure. None of the control embryos treated with vehicle (DMSO) alone was polydactylous. Our results demonstrate that, as in mice, SAG can induce polydactyly in anoles.

**Fig. 4.**
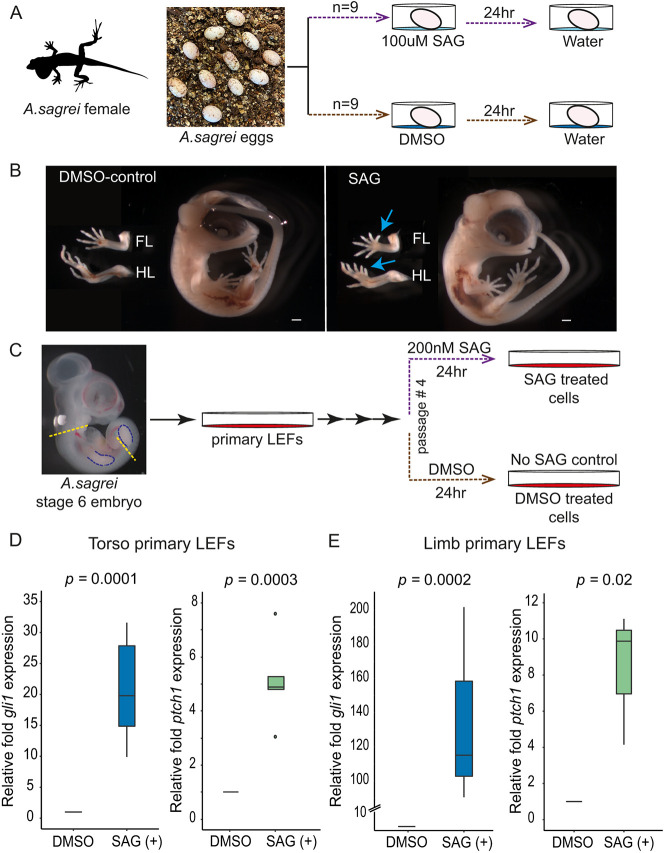
**Manipulation of Hh signaling in *A. sagrei* embryos and primary cells*.*** (A) Schematic of *in ovo* treatment of lizard embryos with SAG*.* Each egg was collected within 24 h of being laid and placed on top of a SAG or DMSO solution. These solutions were replaced by water after 24 h. (B) Embryos were collected from SAG- or DMSO-treated eggs after 14 days of incubation. Blue arrows highlight the location of extra digits. FL, forelimbs; HL, hindlimbs. Scale bar: 500 µm. (C) Schematic of primary lizard embryonic fibroblast cell (LEF) SAG treatment. Cells from either the torso (region between dashed yellow lines) or limb buds (outlined in blue) from a single embryo were grown in culture before being treated with SAG or DMSO. (D,E) qRT-PCR of *gli1* (blue) and *ptch1* (green) in the primary torso (*n*=5) (D) or limb (*n*=3). (E) LEFs exposed to 200 nM SAG or DMSO for 24 h. Expression was normalized to *gapdh* (paired *t*-test). The box limits represent lower and upper quartile values of the dataset. The horizontal line represents the median value of the dataset. Whiskers mark the minimum and maximum value of the data points in the given dataset.

### Comparison of transcriptional responses in *A. sagrei* and *Mus musculus* after Hh pathway induction

The *in ovo* induction of polydactyly by SAG is consistent with the activation of Hh signaling. To confirm that SAG induces Hh transcriptional responses in anole primary cells, we isolated LEFs from torsos (*n*=5) and limbs (*n*=3) of late 5/early stage 6 *Anolis* embryos (Fig. 4C). Upon SAG exposure, *gli1* and *ptch1* were reproducibly induced in primary LEFs from the torso region and from limb buds. The average induction of *gli1* and *ptch*1 in torso LEFs was approximately 20-fold and 5-fold, respectively (Fig. 4D). The induction of these genes in response to SAG was also observed in limb LEFs, with *gli1* and *ptch1* increasing by 136-fold and 8-fold, respectively (Fig. 4E). Having established that SAG can induce the expression of two well-conserved transcriptional targets of the Hh pathway in *Anolis* primary cells, we next sought to determine the extent to which Hh induced transcriptional responses are shared between *A. sagrei* and *Mus musculus*.

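Limb buds were taken from 5 *A. sagrei* and 5 mouse (*Mus musculus*, outbred ICR) embryos, and RNA-seq was performed on DMSO- and SAG-treated cells of each embryo, giving 20 libraries. For both species the authors aligned reads with HISAT2 2.1.0, to AnoSag2.1 for lizard and to mm10 for mouse, and counted them with featureCounts of Rsubread 2.10.5. The authors deposited 1 table of normalized counts per species, each normalized on its own, listing 21853 lizard and 17736 mouse features. The recovered reads per LEF library ranged from 12305376 to 35047720 with DMSO (median 21360362) and from 16224694 to 30377840 with SAG (median 26693324). For MEFs they ranged from 22337889 to 49074142 with DMSO (median 31356360) and from 11902804 to 37189438 with SAG (median 29499177). Differences between embryos were far above counting noise, with a chi-square per degree of freedom of at least 131 between LEF libraries and at least 11.6 between MEF libraries of 1 treatment. Mouse coordinates are those of mm10 (GRCm38) in the GENCODE vM21 annotation, which holds 17314 of the mouse identifiers in the same version.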

To compare Hh-induced transcriptional changes in anoles and mice, we stimulated the Hh signaling pathway in primary limb LEFs and primary limb mouse embryonic fibroblasts (MEFs) with SAG. Based on limb bud development, E11.5 mouse embryos are roughly equivalent to *Anolis* embryos at the late 5 to early 6 Sanger stages (Sanger et al., 2008). Primary LEFs and MEFs were collected from stage-matched embryos to generate parallel datasets from these two distantly related species. Each biological replicate of LEFs or MEFs was collected from all four limbs of a single embryo. 

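DMSO and SAG libraries with the same number therefore come from 1 embryo. Across genes, the deviations of these 2 libraries from the means of their groups correlated with an r of 0.85 to 0.93 in the 5 LEF embryos and of 0.51 to 0.80 in the 5 MEF embryos. Libraries of different embryos gave r of at most 0.24 in each species. Genes are not independent replicates, and these values describe the libraries only.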

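Cells at passage 4 were serum starved for 48 h before the exposure, and the cells of each embryo were split between a well with SAG and a well with DMSO. The lower SAG dose and the shorter exposure set this experiment apart from that in ASEC-1.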

Culture conditions for the two species were identical except for the temperature, with LEFs being grown at 29°C and MEFs at 37°C. After exposing cells to 200 nM SAG or vehicle (DMSO) alone for 24 h, RNA was isolated and sequenced. After performing RNA-seq, differentially expressed genes between SAG and DMSO treated cells were identified (Fig. 5A,B). 

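The authors used DESeq2 with the biological replicate as the batch variable. Here, SAG and DMSO libraries were compared within each species with limma on log2(normalized count + 1), with the embryo as a block and Benjamini-Hochberg adjustment. Features with a mean normalized count of at least 10 were tested, which left 14486 in LEFs and 13768 in MEFs.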

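The variance of log2(normalized count + 1) across the 5 DMSO libraries was computed for each gene. Its median was 0.216 over the 14486 genes tested in LEFs and 0.0159 over the 13768 tested in MEFs, a ratio of 13.6. The variance was over 1 for 3648 LEF genes (25.2%) and for 320 MEF genes (2.32%). The root-mean-square deviation of a library from the mean of its group was 0.930 to 1.26 in the 5 LEF libraries and 0.226 to 0.377 in the 5 MEF libraries (exact permutation test over libraries, two-sided, p = 0.00794, the smallest p that 5 against 5 libraries allow). Leaving out replicate 1 moved the ratio most, to 17.9, with an exact permutation p of 0.0286, the smallest that 4 against 4 allow. The ratio was 10.1 without replicate 3.

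**Figure D3:**
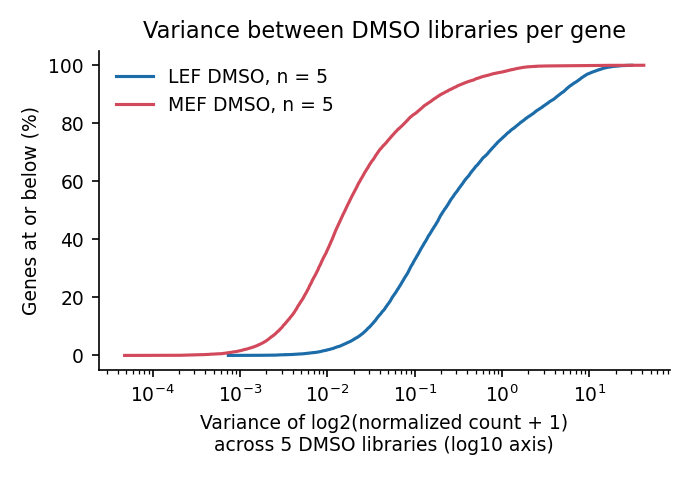
Cumulative percent of genes (y axis) by the variance of log2(normalized count + 1) across the 5 DMSO libraries (x axis, log10), for LEFs and MEFs. The medians are 0.216 and 0.0159.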

We noted that there was more variation in gene expression across the lizard biological replicates than in the mouse replicates (Fig. S3; Bartlett's test of equal variance, *P*<2.2×10^−16^). Possible reasons for the greater variability in the *Anolis* data include a greater spread in developmental stages or higher levels of genetic variation in the *Anolis* embryos used; the mouse embryos were collected from a single litter whereas each *Anolis* embryo came from a separate egg laid by a different female. Because of this variability, we used a less-stringent significance threshold when identifying SAG responsive genes in lizard than mouse (adjusted *P*<0.05 for lizard versus *P*<0.01 for mouse). 

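At an adjusted p under 0.05, 57 genes were SAG responsive in LEFs, and 3180 in MEFs. At an adjusted p under 0.01, 4 were in LEFs, all upregulated, and 1990 in MEFs; at that threshold 0 genes were downregulated in LEFs, where 2270 genes of either direction had an unadjusted p under 0.05. From the larger variability of the lizard replicates, the paper reasons that a less stringent threshold is appropriate for LEFs.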

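In LEFs, 51 genes were upregulated and 6 downregulated by SAG at an adjusted p under 0.05 (limma). DESeq2 on the recovered reads raised these counts most, to 283 and 133, and at an adjusted p under 0.01 they were 4 and 0 (2270 at an unadjusted p under 0.05). Leaving out 1 embryo gave between 4 (without replicate 1) and 38 (without replicate 3) upregulated genes and at most 1 downregulated gene. It was 0 downregulated genes without replicate 1, 2 or 4, with 1479, 1964 and 1688 genes of either direction at an unadjusted p under 0.05. Without the embryo block, 0 genes passed the threshold and 112 had an unadjusted p under 0.05. Besides *gli1*, the upregulated genes with the smallest adjusted p were *g0s2* (ANOSAT009813), *mcm5* (ANOSAT011997), *mcm6* (ANOSAT001353) and *ramp2* (ANOSAT014565). Their log2 fold changes were 1.92 (standard error 0.136, adjusted p = 0.00161 from limma), 1.34, 1.36 and 2.01, the last 3 with adjusted p from 0.00694 to 0.0120, and all were higher in 5 of 5 embryos. *G0s2* and *mcm5* stayed past the threshold without any 1 embryo, whereas *mcm6* reached 0.0507 without replicate 1 and *ramp2* 0.0632 and 0.0550 without replicates 1 and 2. The downregulated genes were led by *pdk4* (ANOSAT015048), which changed from 1324 ± 589 to 811 ± 383 normalized counts (SD, n = 5), a log2 fold change of -0.73 (standard error 0.0898, adjusted p = 0.0229 from limma, lower in 5 of 5 embryos). *Cpt1a*, *mgat3*, *dapk1* and *adcy7* followed with log2 fold changes of -0.56, -0.75, -0.35 and -0.63, adjusted p from 0.0281 to 0.0476 (limma) and lower values in 5 of 5 embryos. Each of these last 4 lost the threshold without any 1 of the embryos, with adjusted p from 0.0621 to 0.196, and *pdk4* without replicates 1, 2 and 4 (0.0928, 0.0895 and 0.0854).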

We found that 275 genes were significantly upregulated, and 116 genes were downregulated in response to SAG treatment in *Anolis* cells. In mouse, 1056 genes were upregulated, and 844 genes were downregulated in response to SAG.

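In MEFs, 1109 genes were upregulated and 881 downregulated at an adjusted p under 0.01 (limma). Without the embryo block the counts were 181 and 104, the largest move, and leaving out replicate 1 gave 741 and 575. The upregulated genes with the smallest adjusted p, *Gli2* aside, were *Pdzd2* (ENSMUSG00000022197.16, chromosome 15, 12359711 to 12739924), *Uhrf1*, *Sh3bp4* and *Gmds*. *Pdzd2* rose from 673 ± 96.8 to 1226 ± 109.7 normalized counts (SD, n = 5), a log2 fold change of 0.87 (standard error 0.0563, adjusted p = 8.04e-07 from limma), and the other 3 rose by 1.00, 0.95 and 0.67 on the log2 scale (adjusted p from 8.08e-07 to 1.63e-06, limma). The downregulated genes with the smallest adjusted p were *Galnt9* (ENSMUSG00000033316.14, chromosome 5, 110544355 to 110621380), *Igf1*, *Bmf*, *Nptx1* and *Htra3*. *Galnt9* changed from 1364 ± 353 to 525 ± 145 (SD, n = 5), a log2 fold change of -1.39 (standard error 0.0666, adjusted p = 2.35e-07 from limma). The log2 fold changes of the other 4 were -0.62, -1.23, -1.80 and -0.86 (adjusted p from 3.95e-07 to 6.60e-07, limma). All 9 moved the same way in 5 of 5 embryos and stayed past the threshold with any 1 embryo left out. In the DMSO library of embryo 3, *Sh3bp4* was at 1341 against 791 to 848 in the others. Without the block, *Igf1* (adjusted p = 0.245) and *Htra3* (0.0334) did not pass, within ranges over 15 alternatives of 1.77e-51 to 0.245 and 1.18e-49 to 0.0334, the lowest from DESeq2 with its own filter, chosen after seeing the data.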

**Fig. 5.**
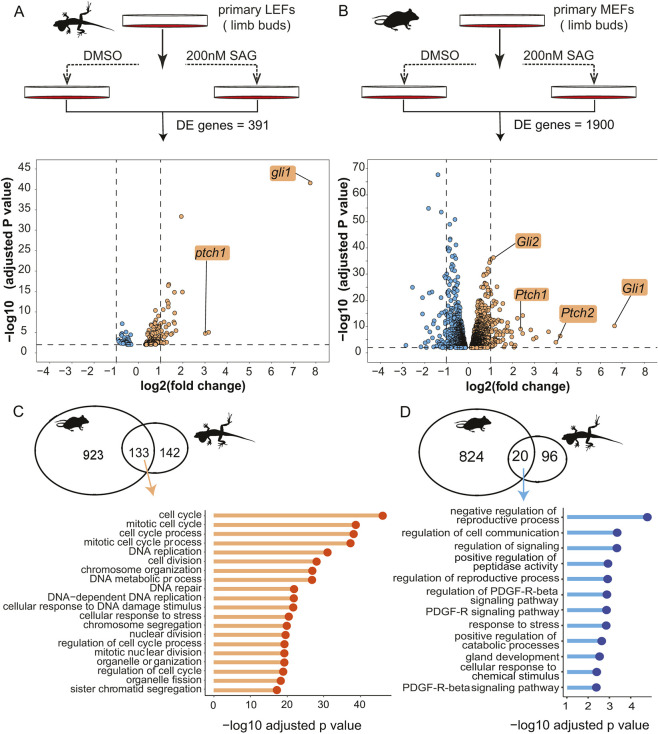
**SAG-responsive genes in *Anolis* and mouse primary LEF cells.** (A,B) Experimental design and volcano plots of differentially expressed (DE) genes in *Anolis* (A) and mouse (B) cells*.* Volcano plots display DE genes with an adjusted *P*<0.05 for *Anolis* and *P*<0.01 for mouse. Orange indicates upregulated and blue downregulated genes in response to SAG. (C,D) Venn diagrams present the number of shared and species-specific upregulated (C) or downregulated (D) genes in *Anolis* and mouse*.* Lollipop plots show the top biological processes GO terms associated with the shared upregulated or downregulated genes.

Rather than using an arbitrary fold-difference threshold to determine which genes are likely to be biologically relevant Hh-responsive genes, we focused on genes that were SAG responsive in both anole and mouse. A comparison of lizard and mouse SAG responsive genes revealed a total of 181 shared genes (Fig. 5C,D; Table S4). Of these shared SAG responsive genes, 73% (133 genes) were upregulated in both species and 11% (20 genes) were downregulated in both species. Thus, the majority (84%) of shared SAG responsive genes have a transcriptional response in the same direction in both species. 

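Calls in LEFs and MEFs were matched by gene symbol without regard to case. Among the 10196 symbols tested in both species, 35 were past the threshold in both, where 7.86 would be shared by chance (odds ratio 12.8, Fisher's exact test, two-sided, p = 1.08e-17). DESeq2 on the recovered reads raised the count most, to 179. Leaving out 1 embryo gave between 2 (without replicate 1) and 21 (without replicate 3) shared genes, and without the embryo block it was 0.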

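Of the shared genes found here, 26 (74.3%) were upregulated in both species and 4 (11.4%) were downregulated in both. The latter were *Cpt1a*, *Dapk1*, *Adcy7* and *Plat*. *Plat* was named after its values were seen.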

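Here 30 of the 35 shared genes had the same direction, 85.7% (Wilson 95% interval 70.6% to 93.7%, exact binomial test against equal shares, two-sided, p = 2.24e-05). Without replicate 1 it was 2 of 2 genes (p = 0.5), and without replicate 4 it was 6 of 7 (p = 0.125, exact binomial test). The binomial test, its interval and Fisher's test of the overlap treat genes as independent. Genes that respond together are not, so these p may be too small and the interval too narrow.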

Included among these shared genes are *Gli1*, *Ptch1*, and *Ptch2*, which are all upregulated in limb LEFs and MEFs in response to SAG and are known direct transcriptional targets of Hh signaling. Similarly, *Hip1* was downregulated in both species upon SAG treatment. 

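In LEFs, *gli1* (ANOSAT004270) rose from 2.57 ± 3.55 to 478 ± 425 normalized counts (SD, n = 5), a log2 fold change of 6.98 (standard error 0.276, adjusted p = 2.09e-05 from limma, higher in 5 of 5 embryos). In 4 of the 5 DMSO libraries it had at most 3 reads, and in embryo 1 it had 5. Against the larger of 3 reads and the DMSO value, it was at least 42.1-fold higher with SAG in every embryo. *Ptch1* (ANOSAT003802) rose from 552 ± 383 to 3785 ± 2244, a log2 fold change of 3.07 (standard error 0.425, adjusted p = 0.0281 from limma, 5 of 5 embryos). It was past the threshold in 9 of 15 alternatives, and adjusted p was 0.134, 0.0770, 0.0946 and 0.0569 without replicates 1, 2, 4 and 5. In MEFs, *Gli1* (ENSMUSG00000025407.7, chromosome 10, 127329882 to 127341974) rose from 124 ± 258 to 1213 ± 150 (SD, n = 5), a log2 fold change of 5.92 (standard error 0.677, adjusted p = 3.22e-05 from limma, 5 of 5 embryos). The DMSO library of embryo 3 had 586 normalized counts and the others 3.65 to 14.9, and without replicate 3 the log2 fold change was 7.12. *Ptch1* (ENSMUSG00000021466.12, chromosome 13, 63508328 to 63573598) rose from 981 ± 709 to 4319.8 ± 150.6, a log2 fold change of 2.35 (standard error 0.207, adjusted p = 4.87e-06 from limma, 5 of 5 embryos), with 2248 in the DMSO library of embryo 3 and at most 694 in the others.

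**Figure D4:**
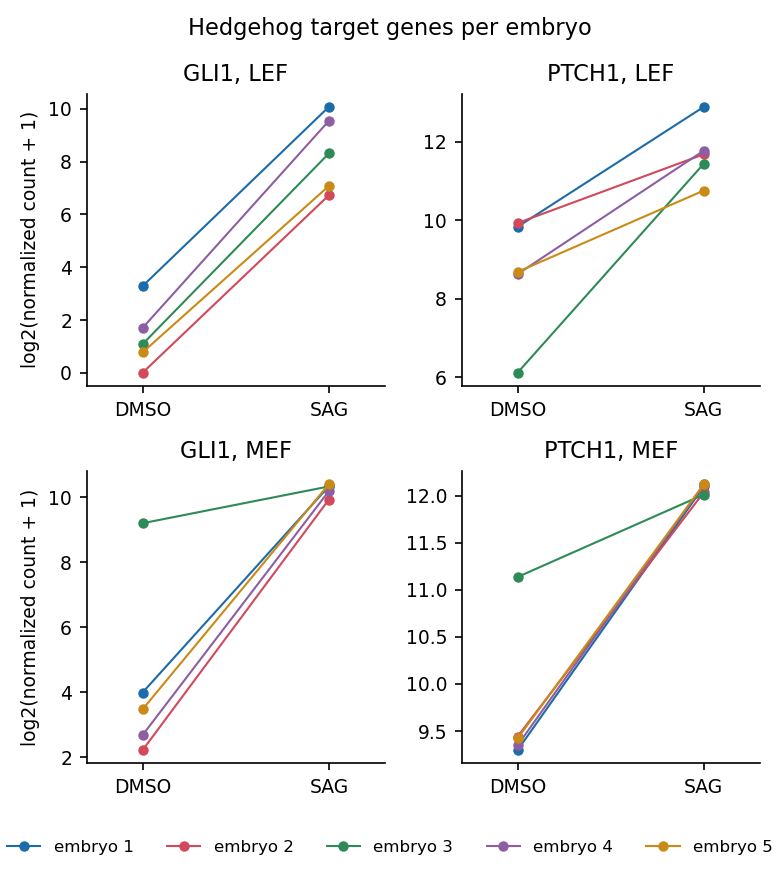
*Gli1* and *Ptch1* in LEFs (top) and MEFs (bottom) as log2(normalized count + 1) on a linear axis. Each line joins the DMSO and SAG libraries of 1 of the 5 embryos. All lines rise, and in MEF embryo 3 the change of *Gli1* is 1.13 against 6.35 to 7.71 in the other MEF embryos.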

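In LEFs, *hip1* (ANOSAT019827) went from 2222 ± 942 to 1811 ± 949 normalized counts (SD, n = 5), a log2 fold change of -0.33 (standard error 0.0857) with an adjusted p of 0.144 (limma), lower in 5 of 5 embryos. Over 15 alternatives its adjusted p ranged from 0.0490 (DESeq2 with its own filter, chosen after seeing the data) to 1.00. In MEFs, *Hip1* (ENSMUSG00000039959.13, chromosome 5, 135406531 to 135545120) went from 4274 ± 365 to 3703 ± 294, a log2 fold change of -0.21 (standard error 0.0409, adjusted p = 0.00218 from limma, lower in 5 of 5 embryos). The adjusted p was 0.0112 without replicate 1 and 0.109 without the embryo block, within a range of 0.000299 to 0.109. *Hip1* encodes huntingtin-interacting protein and is a different gene from *Hhip*, which encodes Hedgehog-interacting protein. *Hhip* (ENSMUSG00000064325.4, chromosome 8, 79965851 to 80058006) rose from 15.5 ± 10.2 to 82.2 ± 21.3 in MEFs, a log2 fold change of 2.48 (adjusted p = 8.78e-06 from limma, 5 of 5 embryos), with 33.2 in the DMSO library of embryo 3 and at most 13.6 in the others. In LEFs *hhip* (ANOSAT013060) was below the minimum for testing, with 36 reads in the SAG library and 1 in the DMSO library of embryo 1 and 0 in the other embryos.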

Further gene ontology (GO) enrichment analysis of the shared upregulated genes demonstrated that this group is enriched for genes associated with cell cycle regulation (Fig. 5C). 

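Gene ontology annotation was not used here, and published lists of S phase and G2/M phase genes were tested with limma's fry (two-sided), in 9 tests that include a cholesterol synthesis list and all 3 experiments. An exact permutation test over the 16 splits that part every pair, added after the values were seen, gives p = 0.0625 for each list in LEFs and in MEFs (0.0938 adjusted over the 9 tests), the smallest p that 16 splits allow. In LEFs the 41 S phase genes tested had a median log2 fold change of 0.61 with all 41 higher (fry p 0.00204, adjusted over the 9 tests 0.00681, exact permutation p 0.0625), and the 49 G2/M genes a median of 0.39 with 45 higher (fry p 0.00849, adjusted 0.0127). In MEFs the medians were 0.48 for 43 S phase genes (42 higher, fry p 0.00147, adjusted 0.00681) and 0.48 for 54 G2/M genes (53 higher, fry p 0.00227, adjusted 0.00681). Each median was above 0 in 5 of 5 embryos. Over all genes tested, 9 S phase and 1 G2/M gene were past the threshold in LEFs and 36 and 41 in MEFs. Adjusted over the list alone, 34 and 26 were in LEFs and 39 and 43 in MEFs. Among the 26 genes upregulated in both species were 9 of 41 S phase genes (Fisher's exact test, two-sided, p = 3.19e-16, adjusted over 3 lists 9.57e-16) and 1 of 49 G2/M genes (Fisher's exact test, two-sided, p = 0.118, also after adjustment). Genes of a list are not independent, with an estimated correlation of 0.391 for S phase in LEFs, so the Fisher p of lists may be too small. Of the 9 S phase genes 1 was left without replicate 1, and *Kif11*, the G2/M gene, was not called in any fit that left out 1 embryo. It was named after its values were seen. Omitting the embryo block moved the list tests most, to a fry p of 0.510 for G2/M genes in LEFs. Camera asks another question than fry, namely whether a list changed more than the other genes. With the correlation between genes estimated, the camera p was 0.0298 for the S phase and 0.0516 for the G2/M list in LEFs. For MEFs it was 0.0797 and 0.0979. These calls depended on single embryos and on the processing. The G2/M p in LEFs was 0.0464 with no filter and 0.0494 with a minimum mean of 50. It was 0.0486 with quantile normalization and 0.0416 with upper-quartile scaling. With pseudocounts of 0.1 and 5 it was 0.0521 and 0.0520, and without the embryo block 0.306. In MEFs the S phase p was 0.0415 and the G2/M p 0.0523 without the block. In LEFs the S phase p was 0.0525 and 0.0779 without replicates 1 and 5 and the G2/M p was 0.0346 without replicate 3, and in MEFs both were lower without replicate 3 (0.0497 and 0.00706). The cholesterol synthesis list had a median of 0.68 over 25 genes in LEFs (23 higher, fry p 0.00664, adjusted 0.0119, 8 genes past the threshold over all genes and 23 adjusted over the list alone) and of 0.35 over 24 genes in MEFs (24 higher, fry p 0.00303, adjusted 0.00682, 18 and 20 genes). Its median was above 0 in 5 of 5 embryos of each species, and 5 of its 23 genes were among the 26 (Fisher's exact test, two-sided, p = 2.34e-09, adjusted over 3 lists 3.51e-09). This list was written after Table S4 for lizard cells had been read, so for LEFs it is not independent evidence. Camera with an estimated correlation did not call the list (p 0.0610 in LEFs, though 0.0164 without replicate 3, and 0.0982 in MEFs). Nor did fry in LEFs without the embryo block (fry p 0.0850).

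**Figure D5:**
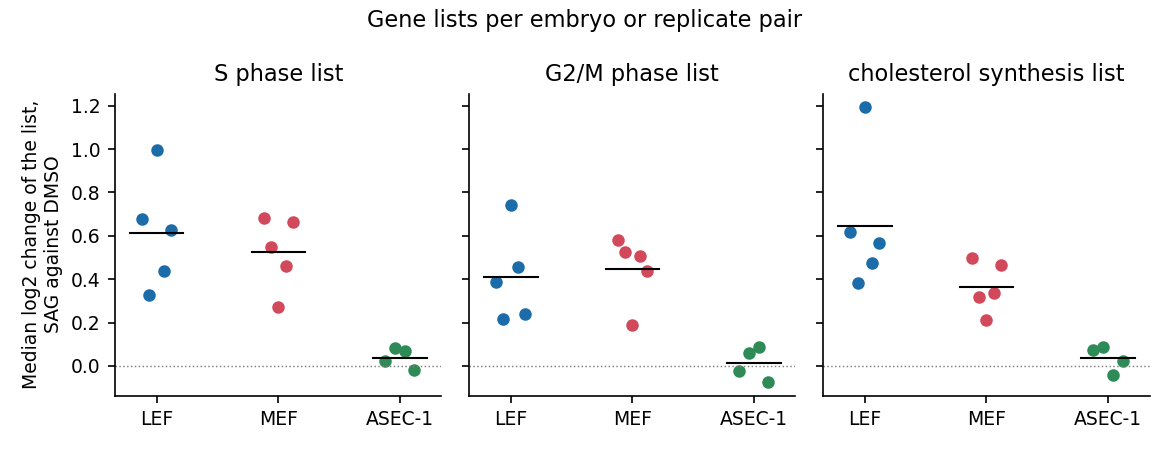
Median log2 change with SAG of the S phase, G2/M phase and cholesterol synthesis lists, 1 point per embryo in LEFs and MEFs and per replicate pair in ASEC-1. Bars are means. In LEFs the S phase points lie between 0.33 and 0.99, and in ASEC-1 between -0.02 and 0.08.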

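Of the shared genes found here, 4 (11.4%) were upregulated in LEFs and downregulated in MEFs, namely *Tnfaip2*, *Adgre5*, *Clec11a* and *Fap*, and *Mgat3* alone (2.86%) was downregulated in LEFs and upregulated in MEFs. *Tnfaip2* and *Clec11a* were named after their values were seen. The difference between species was tested directly with limma on the log2 changes of the 5 LEF and 5 MEF embryos. For *Fap* (ANOSAT001426 and ENSMUSG00000000392.17) the log2 fold change was 1.66 in LEFs and -0.65 in MEFs, and the difference of -2.32 had a standard error of 0.254 (adjusted p = 0.00306 from limma). For *Mgat3* it was -0.75 in LEFs and 0.26 in MEFs (difference 1.01, adjusted p = 0.00363 from limma), and for *Adgre5* 0.76 and -0.24 (adjusted p of the difference = 0.00532 from limma). Each of these 3 moved the same way in 5 of 5 embryos of each species. Within LEFs, *fap* and *mgat3* were past the threshold in no fit that left out 1 embryo (adjusted p from 0.0569 to 0.161), and *adgre5* only without replicate 4 (0.0467). In MEFs, *Mgat3* lost it without replicates 1, 4 and 5 (0.0425, 0.0416 and 0.0225), and without the embryo block *Fap*, *Mgat3* and *Adgre5* lost it in MEFs (0.280, 0.0787 and 0.641). The differences between species of all 3 stayed past 0.05 in each of 10 alternatives.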

A small number of genes responded in opposite directions and were either upregulated in *Anolis* cells yet downregulated in mouse cells (7%) or downregulated in *Anolis* but upregulated in mouse cells (8%). Other genes with different SAG responses include *Gli2*, which is a major activator of the Hh signaling pathway in mice (Bai et al., 2002; Ding et al., 1998; Mo et al., 1997). 

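*Gli2* (ENSMUSG00000048402.14, chromosome 1, 118834132 to 119053619) rose in MEFs from 633.5 ± 120.1 to 1373 ± 78.5 normalized counts (SD, n = 5), a log2 fold change of 1.13 (standard error 0.0797, adjusted p = 1.24e-06 from limma, higher in 5 of 5 embryos). Its DMSO value was 848 in embryo 3 and 577 to 583 in the other 4. In LEFs, *gli2* (ANOSAT001273) was at 7724 ± 1531 with DMSO and at 7264 ± 2049 with SAG (SD, n = 5), a log2 fold change of -0.11 (standard error 0.0775, adjusted p = 0.532 from limma, lower in 3 of 5 embryos). Both LEF wells of embryo 1 lay above the other embryos, at 10413 and 10836.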

*Gli2* was upregulated in SAG-treated MEFs but was not responsive in LEFs. Similarly, *Gas1* and *Boc* were downregulated in mouse but did not exhibit a SAG response in *Anolis* cells.

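*Gas1* (ENSMUSG00000052957.8, chromosome 13, 60174405 to 60177365) went in MEFs from 14913 ± 2218 to 7694 ± 972 normalized counts (SD, n = 5), a log2 fold change of -0.95 (standard error 0.0744, adjusted p = 2.35e-06 from limma, lower in 5 of 5 embryos). In LEFs, *gas1* (ANOSAT003809) went from 11154 ± 6779 to 5228 ± 3339.6, a log2 fold change of -1.22 (standard error 0.294, adjusted p = 0.125 from limma, lower in 5 of 5 embryos). The LEF changes were -2.08, -0.33, -1.69, -1.96 and -0.04 in embryos 1 to 5. The difference between species was 0.27 (adjusted p = 0.752 from limma on the changes per embryo). *Boc* (ENSMUSG00000022687.12, chromosome 16, 44485049 to 44558897) went in MEFs from 15708 ± 1345 to 14007 ± 1025, a log2 fold change of -0.16 (standard error 0.0372, adjusted p = 0.00534 from limma, lower in 5 of 5 embryos). Its adjusted p was 0.0212, 0.0127, 0.0164 and 0.0325 without replicates 1, 2, 4 and 5, and the range over 15 alternatives was 0.000484 to 0.207. In LEFs, *boc* (ANOSAT008803) was at 5058 ± 2387 with DMSO and 6535 ± 4621 with SAG, a log2 fold change of 0.27 (standard error 0.160, adjusted p = 0.460 from limma, higher in 4 of 5 embryos), with 14633 in the SAG library of embryo 1 and at most 5503 in the others. For *Boc* the species differed by -0.43 (adjusted p = 0.289 from limma on the changes per embryo).

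**Figure D6:**
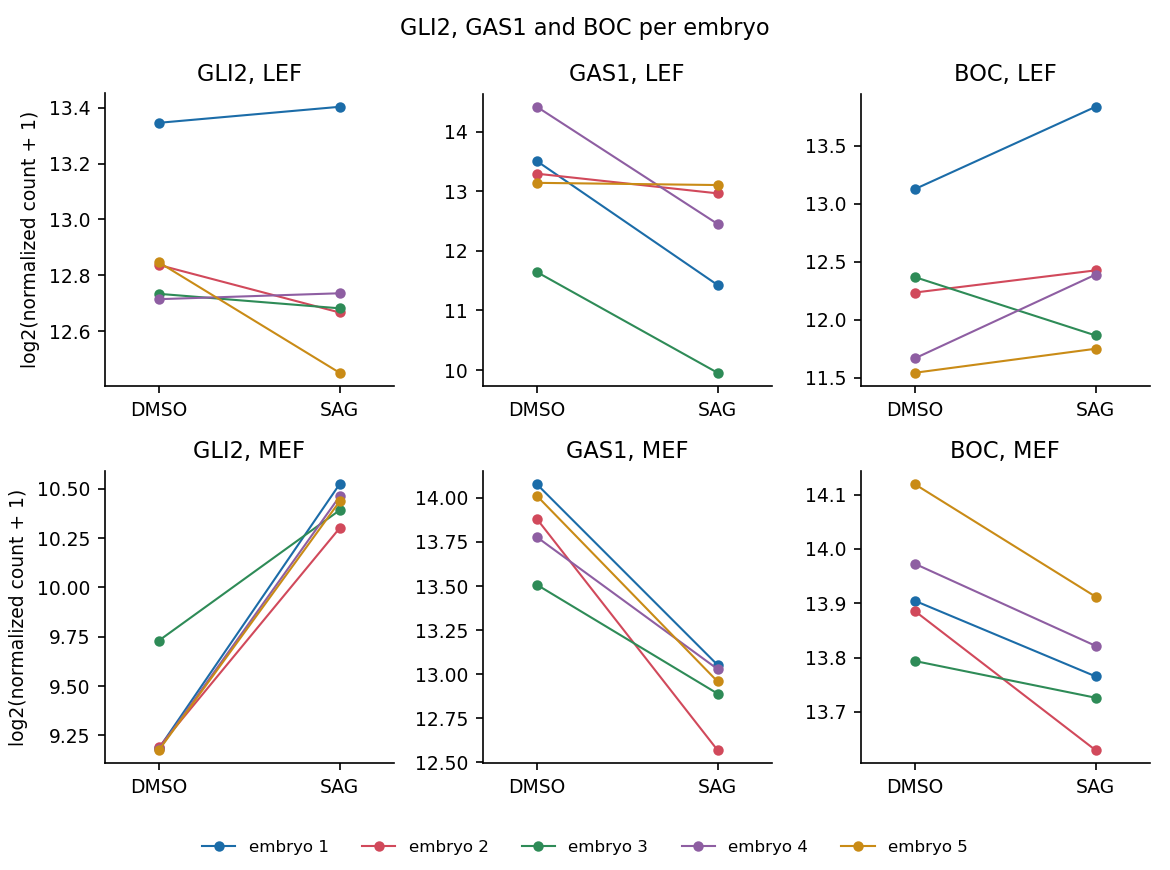
*Gli2*, *Gas1* and *Boc* in LEFs (top) and MEFs (bottom) as log2(normalized count + 1) on a linear axis. Each line joins the DMSO and SAG libraries of 1 of the 5 embryos. *Gas1* lines fall in all embryos, by between 0.04 and 2.08 in LEFs.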

## DISCUSSION

Squamates display tremendous diversity in a host of anatomical traits, such as limb length, digit morphology, degree of body elongation, and pigmentation (Simões and Pyron, 2021; Kuriyama et al., 2020). However, mechanistic studies that use functional genetic tools to understand developmental and cellular processes in this species-rich group are lacking. A major barrier has been the absence of effective, inexpensive embryo and gene manipulation tools, methods, and reagents. Encouragingly, *in vivo* gene-editing methods have recently been established in three different squamate models (Abe et al., 2023; Rasys et al., 2019; Tzika et al., 2023). Nevertheless, the field of squamate developmental genetics is still new and remains underdeveloped. The aim of the current study was to develop new resources for *A. sagrei* to further advance this species as a reptilian model system for comparative evolutionary, developmental and functional genetic studies. Specifically, we generated a new *Anolis* embryonic cell line and demonstrated that the line can be used for *in vitro* studies of gene function by using CRISPR/Cas9 gene editing of the *ift88* gene to investigate the role of the primary cilium in Hh signaling. In parallel with the generation of the ASEC-1 cell line, we refined *in ovo* methodologies and produced transcriptome resources to advance studies of Hh signaling in *A. sagrei*.

### Establishment of a new cell line for studies of reptilian gene function

To explore developmental mechanisms, gene function, and gene regulation in squamates, a reptilian model system with effective gene manipulation tools is essential. To complement *in vivo* gene-editing methods in *A. sagrei* (Garcia-Elfring et al., 2023; Rasys et al., 2019), we developed a resource for functional genetic experiments in cultured fibroblasts to increase the versatility of *A. sagrei* as a reptilian model system. The use of cell culture is ideal for studies that require fine control of the cellular environment and for studies investigating processes occurring at the cellular level (e.g. organelle biogenesis). Cell culture also provides the opportunity to perform high-throughput screens of gene function and is ideal for pharmaceutical manipulation of cells.

Although the ability to culture and manipulate primary cells is important, immortalized lines provide the ability to perform well-controlled studies on genetically homogeneous cell populations. We created an immortalized fibroblast cell line, ASEC-1, by serially passaging *A. sagrei* torso LEFs and isolating clones that escaped senescence (Fig. 1A). Our results demonstrate that ASEC-1 cells can induce Hh signaling in response to SAG and that CRISPR/Cas9-mediated methods can be effectively used to perform gene editing in this cell line. The ASEC-1 transcriptome datasets that we generated provide a deeper characterization of the cell line and are a valuable resource for other researchers who wish to use this line.

Based on their expression profile, we suggest that ASEC-1 cells are best described as myofibroblasts as they show properties of both definitive fibroblasts and mature mural cells (vascular smooth muscle cells/pericytes). Although fibroblasts and mural cells show similarities, gene expression profiling in mammals has helped to identify distinguishing features that vary between these cell types (Muhl et al., 2020). Myofibroblasts show features of both cell types. As one example, *vimentin* is a marker expressed by both mural cells and fibroblasts and is expressed very strongly in ASEC-1 cells. However, in some respects, ASEC-1 cells resemble adult fibroblasts more than they do mural cells. 

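In the single libraries of vehicle-treated ASEC-1, the *vim* value lay between 367641.7 and 379046.4 normalized counts.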

ASEC-1 cells express moderate levels of *pdgfra*. This gene is expressed in most fibroblast subtypes but it is not expressed in mural cell types. Moreover, ASEC-1 cells express high levels of *col1a1*, *col1a2*, and *lumican*; these three genes are expressed strongly in most mammalian fibroblast subtypes but are expressed very weakly in mural cell types. Yet in other ways, ASEC-1 cells resemble mural cells and myofibroblasts more than definitive fibroblasts. 

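The mean of *pdgfra* was in the top 17.3% of detected genes, and in the top 17.2% to 17.9% with 1 DMSO library left out. With SAG it was at 2531 ± 103 normalized counts (SD, n = 4), a log2 fold change of -0.26 (standard error 0.0444, adjusted p = 0.00164 from limma, lower in 4 of 4 pairs).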

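Values in single DMSO libraries were 66609.3 to 70801.7 normalized counts for *col1a1*, 104392.8 to 115787.2 for *col1a2* and 24650.3 to 30001.1 for *lum*.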

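Mean values in the 4 DMSO libraries of ASEC-1 were 45520.2 ± 1759 normalized counts (SD) for *acta2* (ANOSAGT007757, 1 of 2 features with this symbol), 42492 ± 1836 for *myl9* (ANOSAGT009659), the symbol that Table 1 lists, and 29991 ± 1525 for *cald1* (ANOSAGT011836). These genes ranked 98, 118 and 192, and *des* ranked 114. *Acta2* rose with SAG by 0.22 on the log2 scale (adjusted p = 0.000856 from limma, higher in 4 of 4 pairs).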

*Des*, *acta2*, *myo9*, and *cald1* are considered to be markers of myofibroblasts (Grigorieva et al., 2023)*.* These genes are highly expressed in ASEC-1 and mural cell types but are expressed weakly in definitive fibroblasts. Moreover, *Notch3* and *Mcam* display little expression in fibroblasts but both are highly expressed in both mural cells and ASEC-1 cells. 

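In ASEC-1, *mcam* ranked 441 and *notch3* 832, the top 2.48% and 4.69% of detected genes. Single DMSO libraries held 14205 to 15961 normalized counts of *mcam* and 8897 to 9518 of *notch3*. Fibroblasts of other kinds were not measured in this experiment.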

Taken together, we suggest that ASEC-1 cells most closely resemble mammalian myofibroblasts, but given the large evolutionary distance between lizards and mammals, we view this conclusion as tentative.

As is typical for immortalized cell lines (Rebuzzini et al., 2016), ASEC-1 carries a small number of large duplications and deletions. We have defined these chromosomal anomalies to allow researchers to account for these changes when planning experiments. An important additional consideration when using ASEC-1 is that the cell line is derived from wild-caught animals from an invasive population in Florida. Since invasive populations of *A. sagrei* have high levels of genetic variation (Bock et al., 2021), we performed whole-genome sequencing (WGS) on ASEC-1 to annotate the set of polymorphisms present within the cell line. When selecting CRISPR target sites or designing primers, awareness of these polymorphisms is important, and our annotations will facilitate future gene-editing experiments in ASEC-1.

### Understanding the role of primary cilia in reptile Hh signal transduction

Some aspects of Hh signal transduction appear to be changing over vertebrate evolution, but detailed studies of Hh signaling have only been performed in a few model species, preventing a deeper understanding of when and how changes in Hh signaling mechanisms have evolved in vertebrates. Evolutionary reduction in limb length and limb loss in snakes has been associated with the progressive loss of function of a limb-specific cis-regulatory element of the *Shh* gene (Kvon et al., 2016; Leal and Cohn, 2016). These studies highlight the importance of Hh in reptile development and evolution and demonstrate how the expression of Hh signaling components can change across time. However, mechanistic investigations are needed to understand the details of how Hh signaling is transduced in reptiles and the extent to which transcriptional responses are shared between reptiles and more distantly related species.

While this study serves as proof of principle that the ASEC-1 cell line can be used to test the role of lizard genes in cellular processes, it also provides the first insights into Hh signal transduction in reptiles. The *ift88* gene is deeply conserved and is essential for the formation of cilia in species ranging from *Chlamydomonas* to mice (Huangfu et al., 2003; Pazour et al., 2000). In addition, primary cilia are known to be essential for Hh signal transduction in diverse vertebrates, including mouse, chick, and zebrafish (Ben et al., 2011; Huang and Schier, 2009; Huangfu et al., 2003; Huangfu and Anderson, 2005; Park et al., 2006; Yin et al., 2009). Our demonstration that disruption of *ift88* in lizard cells results in the loss of primary cilia and our conclusion that primary cilia are required for Hh signaling in lizards further support the broad conservation of these roles across vertebrates.

Mutant mouse embryos lacking cilia show a pronounced loss of ligand-induced Hh pathway activation (Huangfu et al., 2003; Jia et al., 2009). In these mutants, cilia-dependent Gli2 activation is lost, which in turn dramatically suppresses *Gli1* expression. The formation of Gli3 repressor is also greatly reduced in such mutants (Huangfu and Anderson, 2005). These mutants show some mild, ligand-independent (derepressed) activity in the neural tube due to reduced Gli3 repressor (Huangfu et al., 2003). Chicken Talpid3 mutants lacking cilia show dramatic loss of expression of Hh target genes in the neural tube, accompanied by ectopic ligand-independent expression of some Hh targets in the limbs (Yin et al., 2009). The derepression of some targets is likely explained by the reduced ability to generate GLI3 repressor (Davey et al., 2006). In contrast, zebrafish lacking cilia appear to show stronger ligand independent Hh pathway derepression, which cannot be further increased by Hh ligands (Huang and Schier, 2009). The derepression of the pathway in zebrafish *ift88/oval* mutants seems to be mediated by Hh-independent activation of Gli1 protein, rather than by a reduction in Gli repressor activity (Huang and Schier, 2009; Karlstrom et al., 2003). We observed a 3- to 4-fold increase in basal *gli1* expression in unstimulated *ift88* LEFs relative to wild type (Fig. 3C), whereas in *Ift88* mutant MEFs (without stimulation) derepression of the Hh pathway was not observed (Ocbina et al., 2009). Thus, it appears that in squamates, similar to ray-finned fish and birds, cilia may play a more important role in ligand-independent repression of the Hh pathway relative to mammals. We speculate that cilia in the shared vertebrate ancestor played an important role in Hh pathway repression, as well as in ligand-induced activation. However, the repressive role of cilia may have become less important in the mammalian lineage after its divergence from reptiles.

### Developmental and transcriptional responses to Hh activation in lizards and mice

Functional analysis of Hh signaling in squamates not only provides an opportunity to understand the role of Hh in reptilian development and regeneration but also can provide an evolutionary perspective on the mechanisms, regulation, and components of the Hh pathway. In parallel with our ASEC-1 experiments, we sought to expand methods and transcriptome resources for studies of Hh in reptiles. To induce Hh signaling in developing embryos, we optimized a method for the uptake of the pharmaceutical compound SAG into eggs by absorption. Hh signaling is known to regulate digit patterning and identity. For instance, polydactyly occurs in several naturally occurring mouse mutants and knockout mouse models as a result of increased activation of Hh signaling in the developing limb buds (Anderson et al., 2012; Hill et al., 2003; Lettice, 2003; Lettice et al., 2012; Tickle et al., 1975; Tickle and Towers, 2017). We have found that SAG exposure reliably induces polydactyly in anoles as observed in mice (Fig. 4B; Fish et al., 2017; Shin et al., 2019). The specificity and reproducibility of SAG-induced changes in digit number in anole embryos is consistent with hyperactivation of Hh signaling. We speculate that the variation in the number of digits in the forelimb and hindlimb is likely attributable to variation in embryonic stages in 24-h laid eggs and biological availability of SAG to the developing embryo. In related work reported by Sanger and colleagues, Hh signaling in anoles was manipulated by soaking eggs in cyclopamine, a Hh signaling inhibitor (Sanger et al., 2021). The robustness, simplicity, and cost-effectiveness of *in ovo* exposure to pharmaceutical agents provides a useful tool for the study of Hh signaling at specific embryonic stages. Although the absorption of other bioactive compounds into the egg remains to be tested, this general approach may also provide an effective way to perturb other signaling pathways and complements functional analyses based on the generation of constitutive gene knockouts in anoles.

Hh transcriptional responses have been explored in many different developmental contexts and in different model systems (Goodrich et al., 1996; Ingham et al., 2011; Sigafoos et al., 2021). Through these studies, we know that there are a small set of genes that consistently exhibit transcriptional responses to Hh across different tissues and different animal models. Among this core set of Hh responsive genes are components of the Hh signaling pathway itself, including genes that encode PTCH and GLI proteins (Anderson et al., 2012; Chiang et al., 1996; Ding et al., 1998; Holtz et al., 2013; Hu and Helms, 1999; Karlstrom et al., 1999; Lei et al., 2004; Matise et al., 1998; Mo et al., 1997; Nüsslein-Volhard and Wieschaus, 1980; Sasaki et al., 1997; Shimeld et al., 2007). However, a large proportion of Hh transcriptional responses are cell type specific. Although it has been demonstrated that some cell type-specific Hh responses are conserved across species (Bai et al., 2004; Briscoe and Small, 2015; Krauss et al., 1993; Patten et al., 2003; Persson et al., 2002; Ren et al., 2020; Ribes et al., 2010; Stamataki et al., 2005), comprehensive comparisons of Hh-induced transcriptional changes in homologous cell populations from different species are largely absent from the literature.

Here, we performed parallel investigations of Hh-induced transcriptional changes in mice and lizards in which the tissue source (limb buds), developmental stage, culture conditions, and treatment regimen were carefully controlled. The result is a unique transcriptional resource for the comparison of transcription patterns in homologous primary cells from two distantly related amniotes. *Anolis* lizards and mice diverged from a common ancestor more than 300 million years ago (Hedges et al., 2006), but share similar pentadactyl digit patterns. Moreover, in both species hyperactivation of Hh signaling during limb bud stages induces polydactyly. Therefore, limbs are ideal for investigating how Hh-induced transcriptional changes have evolved across time. We determined that the mouse orthologs of nearly half of the Hh-responsive lizard genes also exhibit Hh-induced transcriptional changes. Furthermore, the majority of these shared Hh-responsive genes (84%) have transcriptional shifts in the same direction in the two species. Thus, our comparison of Hh-responsive genes in limb cells from these species has allowed us to reveal the degree to which Hh signaling induces conserved transcriptional responses. 

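Of the 50 symbols past the threshold in LEFs that were also tested in MEFs, 70.0% were past the threshold in MEFs, and 36 had a change of the same sign in MEFs. DESeq2 on the recovered reads gave 54.2%. With replicates 1 to 5 left out in turn, the values were 50.0% (2 of 4 genes), 77.8%, 60.0%, 70.0% and 46.7%. With a threshold of 0.05 in both species the share was 84.0%.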

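Of the 1603 symbols past the threshold in MEFs that were also tested in LEFs, 1021 (63.7%) changed with the same sign in LEFs. Over all genes tested in both species, the log2 fold changes correlated with a Pearson r of 0.25 across genes, which are not independent replicates.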

Species-specific differences in Hh transcriptional responses may be equally important in understanding how the pathway regulates animal development. The Hh pathway induces transcriptional responses through GLI transcription factors. Upon induction of Hh signaling, GLI proteins can be activated through post-translational processing as well as through transcriptional upregulation of *Gli* genes. These two mechanisms act to shift the balance of Gli^Act^ to Gli^Rep^ (Falkenstein and Vokes, 2014). It is evident from studies in zebrafish and mice that the relative importance of the different Gli genes can evolve, and the details of how the ratio of Gli^Act^ to Gli^Rep^ is controlled can differ between species or between cell types in an organism (Bai et al., 2002; Huang and Schier, 2009; Karlstrom et al., 2003; Matise et al., 1998; Mo et al., 1997; Park et al., 2000; Tyurina et al., 2005). 

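The difference between the SAG responses of *Gli2* in MEFs and LEFs was 1.24 on the log2 scale (standard error 0.141, adjusted p = 0.00361 from limma on the changes of the 5 LEF and 5 MEF embryos), and every MEF embryo had a larger change than every LEF embryo. The adjusted p ranged from 0.00164 to 0.0308 over 10 alternatives. For *Gli1* the difference was -1.06 (adjusted p = 0.638 from the same limma test), and it was 0.20 without replicate 3 of both species.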

While *gli1* transcription is strongly induced by SAG in both mouse and lizard limb cells, we found that *gli2* is induced by SAG only in mice. These results suggest that *gli2* transcriptional regulation by Hh signaling differs between lizards and mice. However, whether the relative roles of the different Gli genes differ between mice and lizards will require additional functional studies in lizards.

### Conclusion

Although we have used ASEC-1 to explore Hh signaling here, this cell line can be used to broadly explore gene function in anoles. We note that Zhang and colleagues were able to isolate a subclone of ASEC-1 that can be induced to initiate myogenesis in culture (Zhang et al., 2022). They subsequently used this subclone to investigate the function of the *mymk* gene in lizard myoblasts. As lizards are poikilothermic, the immortalized *A. sagrei* cell lines grow at lower temperatures than mammalian cell lines (29°C versus 37°C). Therefore, these lines also allow for genetic investigation of homeostatic regulation of cellular processes at lower temperatures. This could be particularly useful for researchers studying the biology of thermoregulation. Moreover, since ASEC-1 was derived from a male (XY) this line may prove useful in addressing questions related to the biology of *Anolis* sex chromosomes and X chromosome dosage compensation mechanisms. For investigators who wish to perform comparative studies of gene function in reptiles, this cell line provides an easily accessible, inexpensive, and renewable resource.

## MATERIALS AND METHODS

### Animals

*Anolis sagrei* captured in Orlando (FL, USA) were housed at the University of Georgia following published guidelines (Sanger et al., 2008). Breeding cages housed up to five females and one male together, and nest boxes were checked daily to collect eggs within 24 h of being laid. Outbred ICR background (Envigo) mice were used for collecting MEFs for RNA-seq experiments. All experiments followed the National Research Council's Guide for the Care and Use of Laboratory Animals and were performed with the approval and oversight of the University of Georgia Institutional Animal Care and Use Committee.

### Induction of Hh signaling via *in ovo* SAG treatment

A total of 18 eggs were collected within 24 h of being laid. The eggs were carefully cleaned with Kimwipes to remove any debris. In a 24-well plate, each egg was carefully placed in an individual well. A 10 mM SAG stock solution in 100% DMSO solvent was prepared (CAS 912545-86-9, Cayman Chemical Company). Preliminary experiments indicated that treatment of eggs with a single bolus of 100 µM SAG or higher was sufficient to consistently induce changes in digit number. A 100 µM SAG solution from 10 mM SAG stock was prepared using water as solvent. A control solution with an equivalent volume and concentration of DMSO was prepared. The final concentration of DMSO in the control solution was 1%. In each well, 80 µl of either 100 µM of SAG or control DMSO solution was placed below the eggs carefully, ensuring the egg was in contact with the liquid (Fig. 4A). Nine eggs received 100 µM of SAG solution and nine received control DMSO solution. Eggs were incubated at 29°C. After 24 h, SAG and DMSO solutions were replaced by 80 µl of water. The eggs were incubated for 14 days at 29°C. The eggs were monitored daily and 80 µl of water was added as and when required to avoid drying the eggs. On the 15th day, eggs were dissected in 1× PBS solution, and embryos were examined for morphological differences. Developmental staging was performed according to Sanger et al. (2008). Embryos were imaged and fixed in 4% paraformaldehyde (PFA) before being dehydrated in a methanol series, starting from 25% and ending in 100%. Embryos were stored in 100% methanol at 4°C.

### Culturing of primary LEFs

*A. sagrei* eggs were cleaned with Kimwipes soaked in 70% ethanol. All debris on the eggshell was removed, and eggs were given two or three quick washes with 1× PBS to clean the eggshell. The eggs were dissected in sterile 1× PBS (pH 7.4, Molecular Biology Grade, without Calcium and Magnesium, Corning, 21-040-CMR). Individual stage 6 embryos were transferred into a clean Petri dish with sterile 1× PBS containing 1× Penicillin-Streptomycin-Amphotericin B solution (Corning, 30-004-CI). The embryo was gently washed by swirling the dish. The process was repeated at least three times. For the isolation of LEFs from limb tissue, using sterile forceps, limb buds were separated from the embryo. All four limb buds were aseptically transferred in a 1.5 ml microcentrifuge tube with 0.5 ml 0.05% Trypsin-EDTA (Corning, 25-051-CI). For collecting LEFs from the torso region (Fig. 4C), the head, tail, and limb buds were removed with sterile forceps. The rest of the tissue was eviscerated. The tissue was then teased with the forceps and aseptically transferred into a 1.5 ml microcentrifuge tube with 0.5 ml 0.05% Trypsin-EDTA. The tissue was then incubated at 29°C for 45-60 min. To facilitate tissue disaggregation, the tissue was teased by pipetting the trypsin solution up and down gently at 15 min intervals. After the incubation, the trypsin was neutralized by adding an equivalent volume of LEF growth medium [1× DMEM with 4.5 g/l glucose, without L-glutamine and sodium pyruvate (Corning 15-017-CM), 10% heat-inactivated fetal bovine serum (GeminiBio, Benchmark, 100-106), 1× glutamine (Corning, 25-015-CI), 1× Penicillin/Streptomycin/Amphotericin B solution (Corning, 30-004-CI)]. Cells were collected by centrifuging at 1200-1300 rpm (500 ***g***) at room temperature (RT) for 5 min. Cell pellets were resuspended in 100 µl of LEF growth medium before being uniformly plated in a single well of a 24-well plate and incubated at 29°C at 5% CO_2_ for 1-1.5 h. This ensured that the cells were attached to the plate. Afterwards, 1 ml of LEF growth medium was added to each well, and cells were allowed to grow until they became confluent, which required around 48-72 h. This stage was designated passage 0. When the cells became confluent, they were trypsinized using 0.05% Trypsin-EDTA (pre-warmed to 37°C) to detach cells from the plate. Cells were incubated at 29°C for 1-2 min. The cells were observed under the microscope for detachment; if the cells did not detach from the plate, they were further incubated at 29°C for a few more minutes monitoring for dissociation. Gentle tapping of the cell culture vessel was used to promote detachment. When >90% of cells were detached, trypsin was neutralized by adding LEF growth medium. Cells were collected by centrifuging at 1200-1300 rpm (500 ***g***) at RT for 5 min. Cell pellets were resuspended in LEF growth medium plated in a single well of a 12-well plate and incubated at 29°C at 5% CO_2_. This was passage 1. Cells from an individual embryo were considered as one biological replicate. The cells were grown consistently at 29°C at 5% CO_2_.

### Pharmacological manipulation of Hh signaling pathway in primary LEFs

Primary limb and torso LEFs were collected from individual *A. sagrei* stage 6 embryos. Primary LEFs from an individual embryo were grown until passage 3 (primary limb LEFs ∼10-12 days; primary torso LEFs ∼7-8 days; counted from the initial collection of the primary cells from the embryo). Between the passages, the cells were split at a 1:2 ratio. After passage 3, the cells were split at a 1:2 ratio and seeded at equal density into two wells of a 24-well plate (passage 4). Primary limb LEFs required ∼3-4 days and primary torso LEFs required ∼2-3 days to become at least 70% confluent at each passage. After the passage 4 cells became confluent, they were serum starved for 48 h by adding serum starvation medium [1× DMEM with 4.5 g/l glucose, without L-glutamine and sodium pyruvate (Corning, 15-017-CM), 1% heat-inactivated fetal bovine serum (GeminiBio, Benchmark, 100-106), 1× glutamine (Corning, 25-015-CI), 1× Penicillin/Streptomycin/Amphotericin B solution (Corning, 30-004-CI)]. Serum starvation results in cell cycle exit inducing ciliogenesis (Pugacheva et al., 2007). Next, 200 nM SAG (prepared in serum starvation medium) was added to one well and a DMSO vehicle control solution (prepared in serum starvation medium) was added to the second well of each biological replicate; 24 h after the addition of SAG, RNA was collected. *gli1* and *ptch1* expression was quantified using qRT-PCR. The details for RNA isolation and qRT-PCR are described below.

### RNA-seq analysis of SAG responsive genes in *A. sagrei* and *M. musculus*

Five *A. sagrei* staged at late 5/early 6 (Sanger et al., 2008) were collected and limb buds were isolated by dissection. Primary limb LEFs were disaggregated as described above. We plated passage 0 cells in a 24-well plate. After 4-5 days, when the cells became confluent, cells were detached using trypsin and replated in a 6-well plate as described in methods for culturing primary LEFs. This was passage 1. Passage 2 cells were plated in a 60 mm plate and passage 3 cells were plated in a 10 cm plate. For passage 4, the cells were split into two wells in a 6-well plate. Primary limb LEFs required ∼8 days to become at least 70% confluent between the passages. Five embryos from *M. musculus* were collected at stage E11.5. Primary limb MEFs were collected in a similar fashion to the primary LEFs. MEFs were grown at 37°C at 5% CO_2_. Primary limb MEFs required 2-3 days to become at least 70% confluent between the passages.

Passage 4 limb LEFs and MEFs from individual embryos were divided into two wells; 200 nM SAG was added following serum starvation for 48 h to one well and the volume equivalent DMSO solution was added to the second well. The embryos were processed in a pair-wise manner and analyzed as paired sets. We generated five biological replicates for each treatment: primary LEFs treated with SAG, primary LEFs treated with DMSO control, primary MEFs treated with SAG, and primary MEFs treated with DMSO control. We collected total RNA 24 h after the SAG exposure using the mirVana miRNA Isolation Kit (Thermo Fisher Scientific). RNA-seq libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and were sequenced at the Georgia Genomics and Bioinformatics Core. After checking read quality with FastQC v.0.11.8, *A. sagrei* reads were aligned to the AnoSag2.1 genome reference (Geneva et al., 2022) and *M. musculus* reads were aligned to the mm10 genome using HISAT2 v.2.1.0. Transcripts were counted using the feature count function from Rsubread v.2.10.5 (Kim et al., 2019; Liao et al., 2019). Sample similarity and batch effects were assessed by principal component analysis. Bartlett's test for equal variance was applied to statistically test for differences between gene expression variation in data collected from the two species. Differentially expressed genes between SAG-treated and DMSO-treated samples in both species were identified using DESeq2 v.1.36.0. (Love et al., 2014). Batch effects due to sampling from different embryos were corrected by using biological replicates as the batch variable. Four candidate differentially expressed genes (*gli1*, *ptch1*, *cldn1* and *rmp2*) identified by RNA-seq analysis were validated by qRT-PCR in primary LEFs with three biological replicates (Table S5). GO enrichment analysis of upregulated and downregulated genes shared between *M. musculus* and *A. sagrei* was carried out using g: GOSt functional profiling, available in the g: Profiler program with 2019 update (Reimand et al., 2007; Raudvere et al., 2019). For the study, the ‘biological processes’ GO terms were analyzed.

### Generation of immortalized LEF cell lines

To generate immortalized *Anolis* cell lines, we adapted a method previously used for immortalization of MEFs (Xu, 2005). In brief, primary LEFs from the torso region of a single stage 6 *A. sagrei* embryo were collected as described above in the ‘Culturing or primary LEFs’ section. Passage 0 cells were plated in a 24-well plate. When the cells reached ∼80% confluency after 3-4 days, they were trypsinized and plated again in a 12-well plate (described in detail in the ‘Culturing or primary LEFs’ section). This was passage 1. Within 3-4 days the cells became confluent and were transitioned to a 6-well plate. This was considered passage 2. Passages 3, 4, and 5 cells were plated in a 60 mm plate with a 1:3 split ratio. At passage 6, the cells from a 60 mm plate were transitioned to a 10 cm plate. After the cells reached confluency on the 10 cm plate, we continued to serially passage the cells on 10 cm plates with a 1:3 split ratio until passage 24. After the 24th passage, we changed the split ratio to 1:6. The growth rate of the cells decreased at this time point as cells started undergoing senescence. At passage 26, very few cells were attached to the plate, and there were no obvious signs of cell growth for two weeks. This process took ∼4.5 months from the day we harvested primary LEFs. During this time, we frequently changed the LEF growth medium [1× DMEM with 4.5 g/l glucose, without L-glutamine and sodium pyruvate (Corning, 15-017-CM), 10% heat-inactivated fetal bovine serum (GeminiBio, Benchmark, 100-106), 1× glutamine (Corning, 25-015-CI), 1× Penicillin/Streptomycin/Amphotericin B solution (Corning, 30-004-CI)]. After this ‘no growth period’, visible cell growth was observed in the form of patches or colonies of cells. The few cells which escaped cellular senescence started growing at this point. We allowed these cells to grow and become confluent. Within 7-8 days of first observing patches of cell growth, the cells in the 10 cm plate were confluent. Cells were then trypsinized, and single cells were sorted using the MoFlo Astrios EQ (Beckman Coulter) cell sorter at the Cytometry Shared Resource Laboratory at the University of Georgia. Each cell was sorted into a well pre-filled with LEF growth medium in a 96-well plate. The cells were incubated at 29°C at 5% CO_2_. These single-cell clones started growing by ∼7 days and reached confluency within 15 days. Over a period of 30 days, we expanded these single cell clones from a 96-well plate to a 10 cm plate. The cells were grown consistently at 29°C at 5% CO_2_ and were typically passed at a ratio of 1:5 every 3 days. We then froze and stored individual lines in liquid nitrogen. The complete process of generating and expanding single-cell clones starting from the day we harvested the primary cells took ∼6 months.

### Morphology and doubling time of ASEC-1 cells

Overall ASEC-1 morphology was documented through brightfield imaging (phase contrast and differential interference contrast), which was performed on 4% PFA-fixed cells using an Olympus model CK40 and a Keyence BX-X710 microscope. ASEC-1 morphology was highlighted by fixing with 4% PFA and staining with DAPI (Sigma-Aldrich, D9542) and Alexa488-Phalloidin (Thermo Fisher Scientific, A12379). ASEC-1 doubling time was determined by plating cells in 24-well dishes and then harvested after trypsinization and counted using Trypan Blue (Sigma-Aldrich, T8154) staining and a hemocytometer (four wells per time point), first at 6 h after plating (t=0), and then every 24 h afterward for a total of 144 h. A regression fit was applied to the exponential growth portion of the series and the resulting equation used to determine doubling time (Fig. S2E).

### Freezing/thawing and density at confluency of ASEC-1 cells

For long-term storage of cells, we followed the same general protocol used for freezing mammalian cells. Cells were plated on a 60 mm or 10 cm plate and were allowed to reach at least 80% confluency. The cells were then detached from the plate using 0.05% Trypsin EDTA and the cell pellet was collected as described before. The cell pellet was uniformly resuspended in freshly prepared LEF freezing medium [10% DMSO +15% heat inactivated fetal bovine serum (GeminiBio, Benchmark, 100-106) +75% LEF growth medium]. At least 1,000,000 cells/ml were transferred into 1-2 ml cryovials. The vials were then stored for 24 h at −80°C in a Thermo Scientific Mr. Frosty freezing container before being transferred into liquid nitrogen for long-term storage. To thaw cells, we removed the cryovials from the liquid nitrogen storage and placed them into a 37°C water bath until about 80% defrosted. We then added 2 ml of pre-warmed (37°C) LEF growth medium into the vial and transferred the cell suspension into a 15 ml conical tube. Cells were collected by centrifuging at 1200-1300 rpm (500 ***g***) at RT for 5 min, and the cell pellet was resuspended in LEF growth medium before being plated on a 60 mm plate. The cells were then transferred into the incubator and grown at 29°C at 5% CO_2_. Survival after freezing was determined by harvesting growing cells and counting as above, then freezing four aliquots of 1×10^6^ live cells at −80°C. After 7 days of freezing, the aliquots were thawed onto tissue culture dishes. Then, 12 h, after plating, adherent cells were harvested, and live cells were counted using Trypan Blue (Sigma-Aldrich, T8154) staining and a hemocytometer. We determined that ∼79% of cells remain viable after thawing (Fig. S2H). Cell density at 100% confluency was determined by plating cells at 5×10^4^/cm^2^ (*n*=4 wells) and allowing cells to grow for 6 days of growth (visually inspected to confirm confluency), then counting as described above (Fig. S2F).

### Transfection efficiency and puromycin sensitivity of ASEC-1 cells

To estimate general transfection efficiency, cells were transfected with a CAG-EGFP construct (Addgene plasmid #16664, deposited by Dr Fred Gage; Zhao et al., 2006) using Lipofectamine LTX Plus (Thermo Fisher Scientific), fixed after 48 h with 4% PFA, counterstained with DAPI (Sigma-Aldrich, D9542), and imaged at 20× on a Keyence BX-X710 microscope. Puromycin sensitivity was performed by plating cells at 5×10^4^ cells/cm^2^ and then changing media after 24 h with medium containing 0, 1, 3, 6, 12, and 24 µg/ml puromycin (InvivoGen, ant-pr-1). After 48 h of selection, cells were harvested by trypsinization and counted as described above.

### Immunostaining and detection of primary cilia

In preparation for immunostaining, lizard cells were plated onto a gelatin-coated coverslip in a 24-well plate. Once the cells were confluent, they were serum-starved for 48 h to promote ciliogenesis, as described above. After 48 h, the cells were washed with 1× PBS twice and fixed in EMS grade 4% PFA for 15 min at RT. The cells were then washed with 1× PBS three times. Cells were incubated at RT for 1 h in freshly made blocking solution (10% heat-inactivated goat serum with 0.1% Triton X-100 in 1× PBS). Cells were then washed with wash buffer (1% heat-inactivated goat serum with 0.1% Triton X-100 in 1× PBS) for 10 min at RT. The cells were incubated with primary antibodies (acetylated α-tubulin mouse monoclonal antibody, Sigma-Aldrich, T7451, 1:8000; and ift88 rabbit monoclonal antibody, Abcam, ab184566; 1:125) overnight at 4°C. The following day, cells were washed three times with wash buffer at RT. The cells were then incubated in the dark for 1 h at RT with anti-mouse cy3 (Jackson ImmunoResearch, 715-167-003; 1:125), anti-rabbit Alexa Fluor 488 (Invitrogen, A21206, 1:125), with DAPI as a nuclear stain (Sigma-Aldrich, 1 mg/ml). After 1 h of incubation with the secondary antibodies, we mounted the coverslips on a slide, and VECTASHIELD antifade mounting medium was applied to preserve fluorescence. Slides were stored at 4°C until imaging. The cells were observed and imaged with a Zeiss LSM 880 confocal microscope. Primary cilia were identified based on acetylated α-tubulin antibody staining, the position of the nucleus, and the microtubule organization center in context to a ciliary structure. The primary cilia were then confirmed by ift88 antibody staining. A total of 117 cells for ASEC-1, 150 cells for WT clone #12, 137 cells for WT clone #35, 112 cells for mutant clone #28, and 158 cells for mutant clone #30 were analyzed.

### WGS and SNP identification of ASEC-1 cell line

The NEBNext Ultra II FS DNA Library Prep Kit for Illumina was used to prepare libraries for WGS of the ASEC-1 cell lines. Libraries were sequenced by Novogene Corporation Inc. Scripts for DNA read alignment are available online at https://github.com/tryggvimcdonald/iLEF-analysis-scripts/tree/main/genome_assembly_scripts. Genome coverage per scaffold was calculated using the pileup.sh command from BBMap (Bushnell, 2014). This same command was also used to calculate the per-bin coverage with various bin sizes. From the coverage of the whole genome, three regions on scaffolds 3, 6, and 7 with deletion or duplication events were identified. The depth command from SAMtools was used to generate average coverage for these regions by dividing the sum of coverage values by the total number of sites. For SNP calling, duplicate reads were first removed using Picard (‘Picard Toolkit’ 2019). Next, the resultant file was indexed with SAMtools, and a pileup file was created. BCFtools (Li, 2011) was used to identify SNPs. SNPs from alignments of low quality were excluded. For detailed methods refer to Geneva et al. (2022). shinyCircos v.1.0 (Yu et al., 2018) was used for the generation of the Circos plot.

### CRISPR/Cas9 gene editing of ASEC-1 cells

An IDT gBlock with a human U6 promoter (Mali et al., 2013) followed by a gRNA directed against *ift88* target sequence (5′-GTTCTTGAACTGGATGTACC-3′) was designed. ASEC-1 cells were transfected with a Cas9 plasmid carrying puromycin resistance [pSpCas9(BB)-2A-Puro (PX459) V2.0, Addgene, #62988] and the gBlock in a 1:1 ratio (a total of 1 µg DNA) using Lipofectamine LTX Plus (Thermo Fisher Scientific). Forty-eight hours after the transfection, the cells were placed under puromycin selection at a concentration of 25 µg/ml for 24 h. We determined that degree of puromycin exposure is 100% lethal to wild-type ASEC-1 cells (Fig. S2). After 24 h, puromycin-resistant cells were allowed to grow and become confluent. Cells were then trypsinized, and single cells were sorted into a 96-well plate as described above. The cells were incubated at 29°C at 5% CO_2_. These single-cell clones started growing in ∼7 days. Once cells started growing, within a time span of 30-40 days we expanded the clones, froze them, and stored them in liquid nitrogen for later analysis.

Cell lines were screened for indel mutations by PCR amplifying the targeted *ift88* region with the primers listed in Table S6. PCR conditions were 95°C 2 min; 30 cycles of 95°C 30 s-58°C 30 s-72°C 30 s; 72°C 5 min for final extension. PAGE protocol was adapted from VanLeuven et al. (2018). We performed electrophoresis at 150 mV for 7 h. Following PAGE screening, Sanger sequencing was performed on the PCR products to precisely identify sequence alterations in each cell line. Multiplex PCR-based sex genotyping of the ASEC-1 cell line was performed using primers listed in Table S6. The PCR conditions were 95°C for 30 s for initial denaturation; 35 cycles of 95°C for 30 s; 58°C for 30 s; and 72°C for 30 s; 72°C for 2 min for the final extension.

### RNA isolation and qRT-PCR

Cells were lysed in 500 µl Invitrogen TRIzol reagent and total RNA was isolated according to the Invitrogen TRIzol reagent user guide. RNA yield was measured using Qubit™ RNA High Sensitivity assay kit. cDNA was synthesized using ProtoScript II First Strand cDNA Synthesis Kit (New England BioLabs). *gli1* and *ptch1* mRNA expression in the cells exposed to SAG were measured by qRT-PCR using a Roche LightCycler 480. LightCycler 480 SYBR Green I Master (Roche) was mixed with gene-specific primers and 10 ng of cDNA template for each individual reaction. The PCR conditions were as follows: pre-incubation at 95°C for 5 min followed by 45 amplification cycles of 95°C for 10 s, 58°C for 10 s, and 72°C for 10 s. For each biological replicate, three technical replicates were used. For primary LEFs ΔCt values were calculated by normalizing *gli1* and/or *ptch1* expression with *gapdh* as the reference gene. For the remaining experiments performed, *tbp* and *atp5f1d* were used as the reference genes.

The RNA-seq dataset was used to identify and select reference genes for qRT-PCR. Transcript levels of *gli1* and *ptch1* were comparable with those of *tbp* and *atp5f1d*. 

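In the LEF libraries, *tbp* (ANOSAT002572) was at 431 ± 69.9 normalized counts with DMSO and 482 ± 86.4 with SAG (SD, n = 5 each), and *atp5f1d* (ANOSAT016372) was at 2118 ± 218 and 1955 ± 514. With SAG, the mean normalized count of *gli1* lay close to that of *tbp*, and that of *ptch1* was above both reference genes. These counts were not divided by transcript length, so differences between genes need not be differences in transcript level. With DMSO, *gli1* was below *tbp* in 5 of 5 embryos.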

The RNA-seq data indicates that *tbp* and *atp5f1d* were stably expressed in DMSO- and SAG-treated LEF samples. 

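The coefficient of variation of *tbp* was 0.162 over the 5 DMSO and 0.179 over the 5 SAG libraries, and that of *atp5f1d* was 0.103 and 0.263. Over all 10 libraries together the values were 0.173 and 0.187. Among fits without 1 replicate, *tbp* moved most without replicate 3 (0.0669 with SAG) and *atp5f1d* without replicate 2 (0.0459 with DMSO). The coefficient was below 0.5 for 9682 of 14486 genes with DMSO and for 9493 with SAG. It was 1.38 and 0.889 for *gli1* and 0.694 and 0.593 for *ptch1* with DMSO and SAG, and that of *ptch1* was 0.465 with DMSO without replicate 3 and 0.280 with SAG without replicate 1.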

The stable expression was defined as a coefficient of variance below 0.5 within the biological replicates. We then confirmed stable expression of these genes in ASEC-1 cell line by analyzing Ct values between biological replicates when exposed to SAG and DMSO treatments. When more than one reference gene was used as a normalizer, the geometric mean of ΔCt values with the individual normalizer gene was calculated. This geometric mean of ΔCt value was then further used for 2 - ΔΔCt calculations. Statistical analyses were performed on ΔCt values using a paired *t*-test (Fig. 1; Fig. 4; Fig. S1), Wilcoxon signed-rank test, the Kruskal–Wallis rank sum test, and Kruskal–Wallis multiple comparison test (Fig. 3).

### Pharmacological manipulation of the Hh signaling pathway in ASEC-1 cells

A 24-well plate was seeded with an equal density of the ASEC-1 cells. Each well was considered a biological replicate. Cells were prepared and serum starved as described above. Cells were treated with SAG concentrations ranging from 50 nM to 500 nM. Control wells were treated with 0.05% vehicle (DMSO). For every SAG concentration, three biological replicates were assayed, and RNA was collected after 24 h of SAG treatment. In separate experiments, we exposed the ASEC-1 cell line to 200 nM SAG for time intervals ranging from 6 to 72 h. For each time interval, an equivalent volume of vehicle (0.02% DMSO) was used as a control. These experiments were repeated twice. For testing the SAG responsiveness of WT and *ift88* subclones, three biological replicates were treated with 400 nM SAG, and three biological replicates were treated with 0.04% DMSO for 24 h. This experiment was repeated three times.

### RNA-seq analysis for differentially expressed genes in ASEC-1 cells after Hh pathway induction

Passage # 34 ASEC-1 cells were thawed and plated on a 60 mm plate. Once the cells were confluent, they were plated on a 10 cm plate. After confluency, the cells were split into a 1:8 ratio and plated onto 8×10 cm plates. When the cells were confluent, they were serum starved for 48 h as described in the ‘RNA-seq analysis of SAG responsive genes in *A. sagrei* and *M. musculus*’ section. Following serum starvation for 48 h, 400 nM SAG was added to 4×10 cm plates and the volume equivalent DMSO solution was added to the remaining plates. The samples were processed in a pair-wise manner and analyzed as paired sets. We generated four biological replicates for each treatment: ASEC-1 cells treated with SAG, ASEC-1 cells treated with DMSO control. We collected total RNA 48 h after the SAG exposure using the mirVana miRNA Isolation Kit (Thermo Fisher Scientific). RNA-seq libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and were sequenced at the Georgia Genomics and Bioinformatics Core at the University of Georgia. After checking read quality with FastQC v.0.11.8, *A. sagrei* reads were aligned to the AnoSag2.1 genome reference (Geneva et al., 2022). Transcripts were counted using the feature count function from Rsubread v.2.10.5 (Kim et al., 2019; Liao et al., 2019). Sample similarity and batch effects were assessed by principal component analysis. Differentially expressed genes between SAG-treated and DMSO-treated samples were identified using DESeq2 v.1.36.0 (Love et al., 2014).

### Scanning electron microscopy

In preparation for SEM, lizard cells were plated onto a gelatin-coated coverslip in a 24-well plate. Once the cells were confluent, they were serum-starved for 48 h to promote ciliogenesis. After 48 h, the cells were washed with 1× PBS thrice and fixed at room temperature in a 2% glutaraldehyde and 2% PFA solution prepared by Georgia Electron Microscopy core facility. The cells were then imaged by the Georgia Electron Microscopy core facility using a Thermo Fisher Scientific (FEI) Teneo, a field emission scanning electron microscope (FESEM).

## Supplementary Material

10.1242/develop.204275_sup1 Supplementary information

Table S1. Upregulated Hh responsive genes in ASEC-1 cell line after 400 nM SAG exposure for 48hr.

Table S4. Differentially expressed genes in response to 200 nM SAG exposure for 24 hr in *A. sagrei* and *M. musculus* primary limb cells.

# Supplementary material for: A new cell culture resource for investigations of reptilian gene function
**Source:** Development. 2024 Nov 22;151(22):dev204275. doi: 10.1242/dev.204275
**Supplement:** Supplementary information

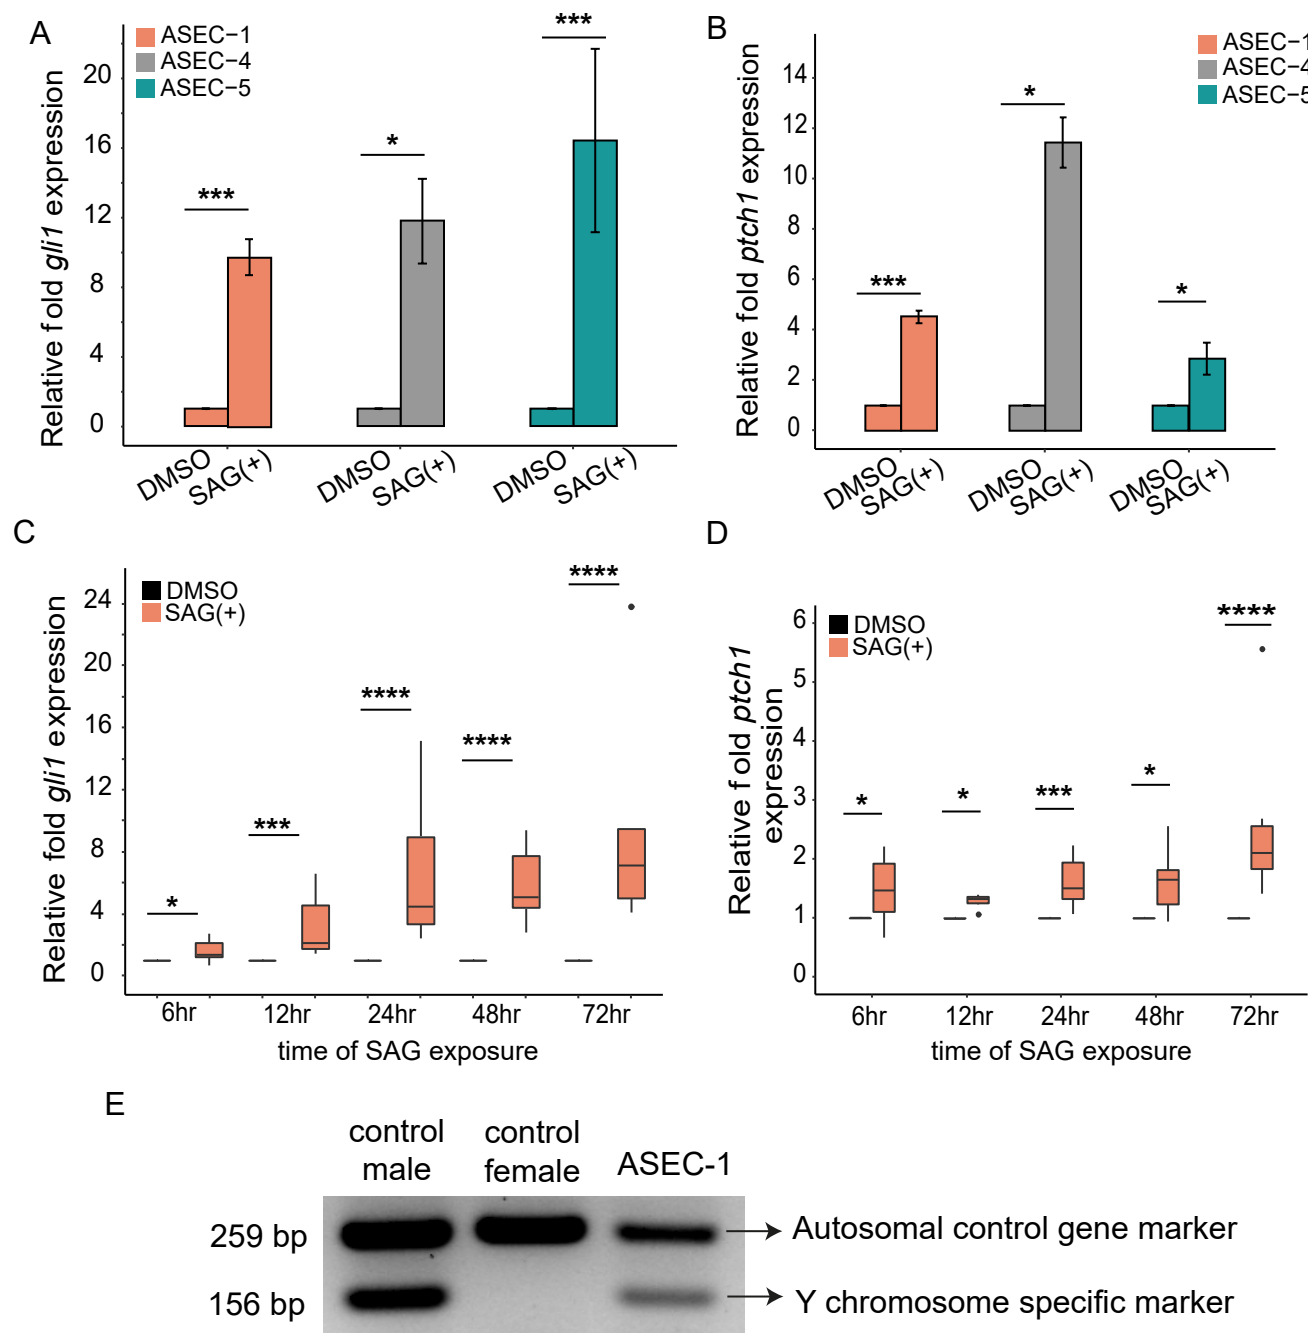

**Fig. S1. SAG responsiveness of immortalized cell lines assayed by qRT-PCR and sex genotyping of ASEC-1.**

(A-B) Relative fold *gli1* and *ptch1* expression in three immortalized clonal cell lines generated ASEC-1 (n=3), ASEC-4 (n=2), and ASEC-5 (n=3). The bar graph represents *gli1* and *ptch1* induction in SAG treated samples relative to DMSO control. The data was normalized to *gapdh* expression. For each biological replicate, there were three technical replicates. (C-D) Relative fold *gli1* and *ptch1* expression in the ASEC-1 cell line in response to 200 nM SAG exposure for different time intervals (n=6). The box plots represent *gli1* and *ptch1* induction in SAG treated samples relative to DMSO control for that time point. The data was normalized using two reference genes *tbp* and *atp5f1d*. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .  $p$  values represent the statistical significance between delta Ct values of DMSO and SAG treated samples by paired  $t$  test (E) PCR genotyping results confirming the presence of Y chromosome in the ASEC-1 cell line.

Figure S2

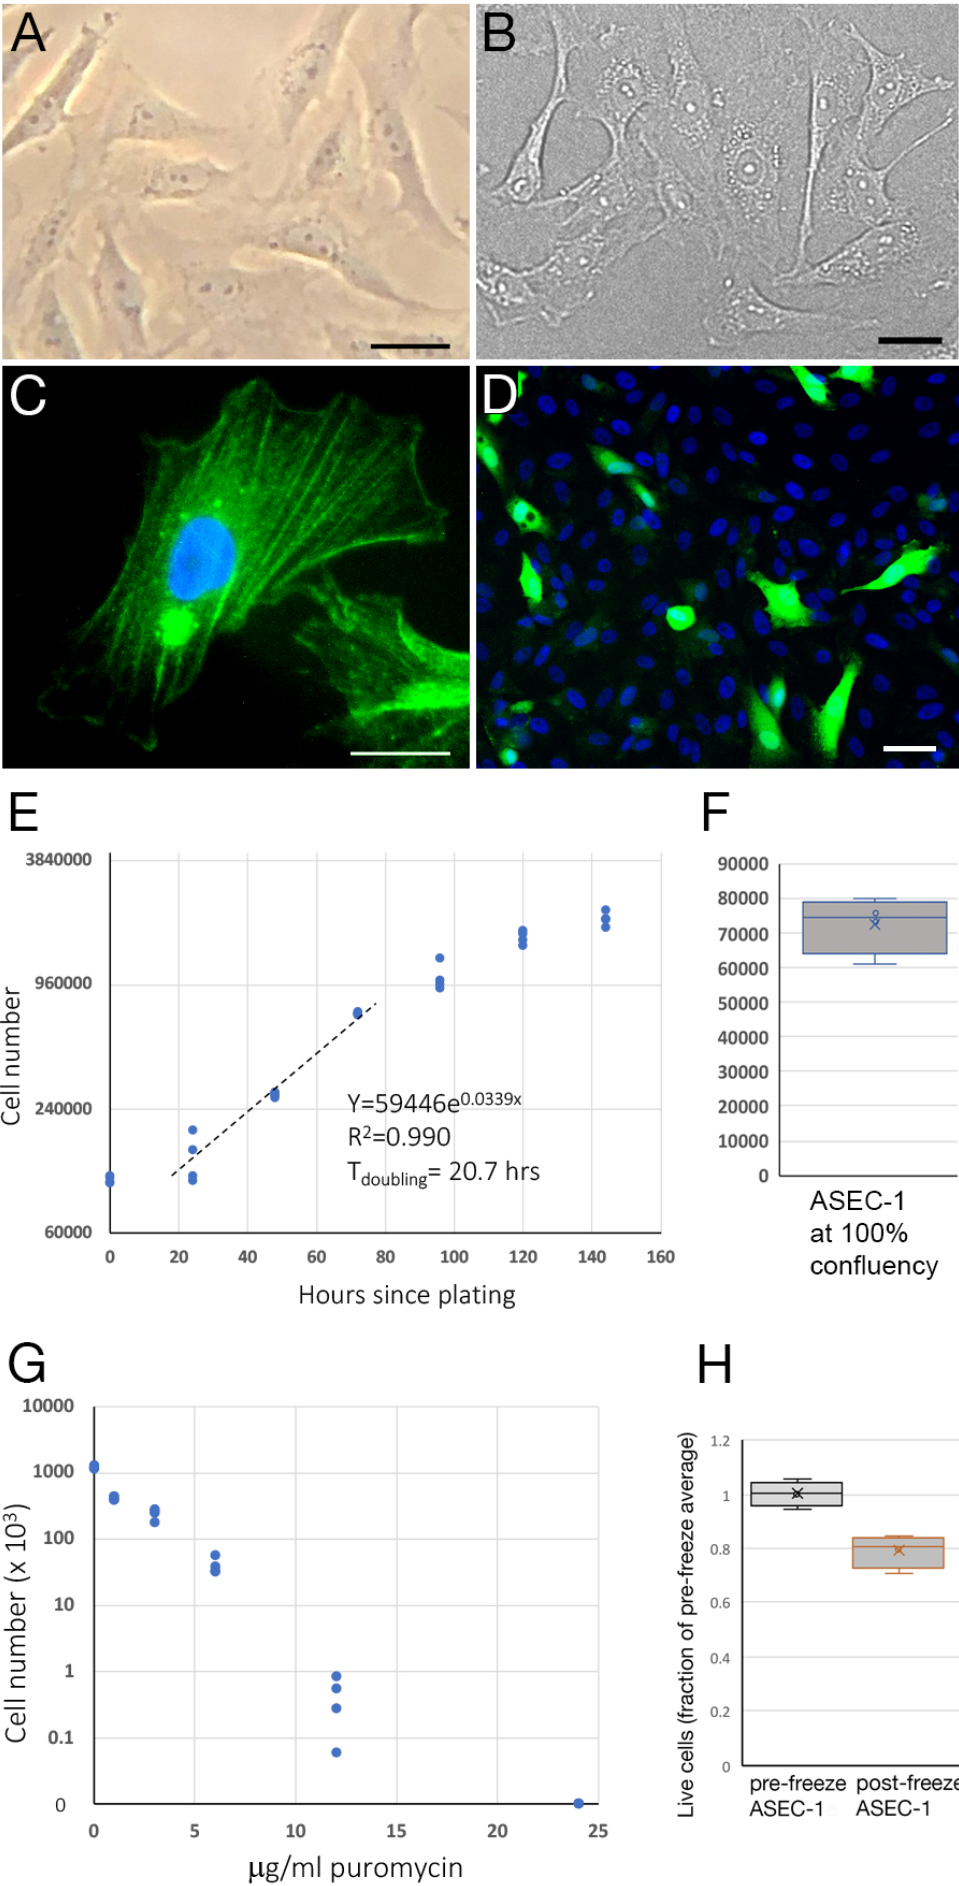

**Fig. S2. Characterization of the ASEC-1 cell line.**

ASEC-1 Lizard Embryonic Fibroblasts imaged by (A) phase contrast and (B) Differential Interference Contrast are shown. (C) An ASEC-1 cell stained with phalloidin and DAPI, showing typical fibroblast morphology. (D) ASEC-1 cells were transfected with a EGFP expression construct using Lipofectamine 3000 and imaged 72 hours later after DAPI staining. Transfection efficiency was estimated to be approximately 9%. (E) ASEC-1 doubling time during the exponential growth phase was calculated as 20.7 hours from an exponential regression fit. (F) The average cell density at 100% confluency was  $72,825 \pm 8,243$  cells/cm<sup>2</sup>. (G) Puromycin dose sensitivity was determined after 48 hours exposure: ~99% and 100% of cells were killed at 12ug/ml and 24ug/ml puromycin, respectively. The fraction of cell surviving after 7 days freezing/thawing (h) was determined to be  $0.79 \pm 0.06$ . Scale bars in a-d represent 50  $\mu$ m.

Figure S3

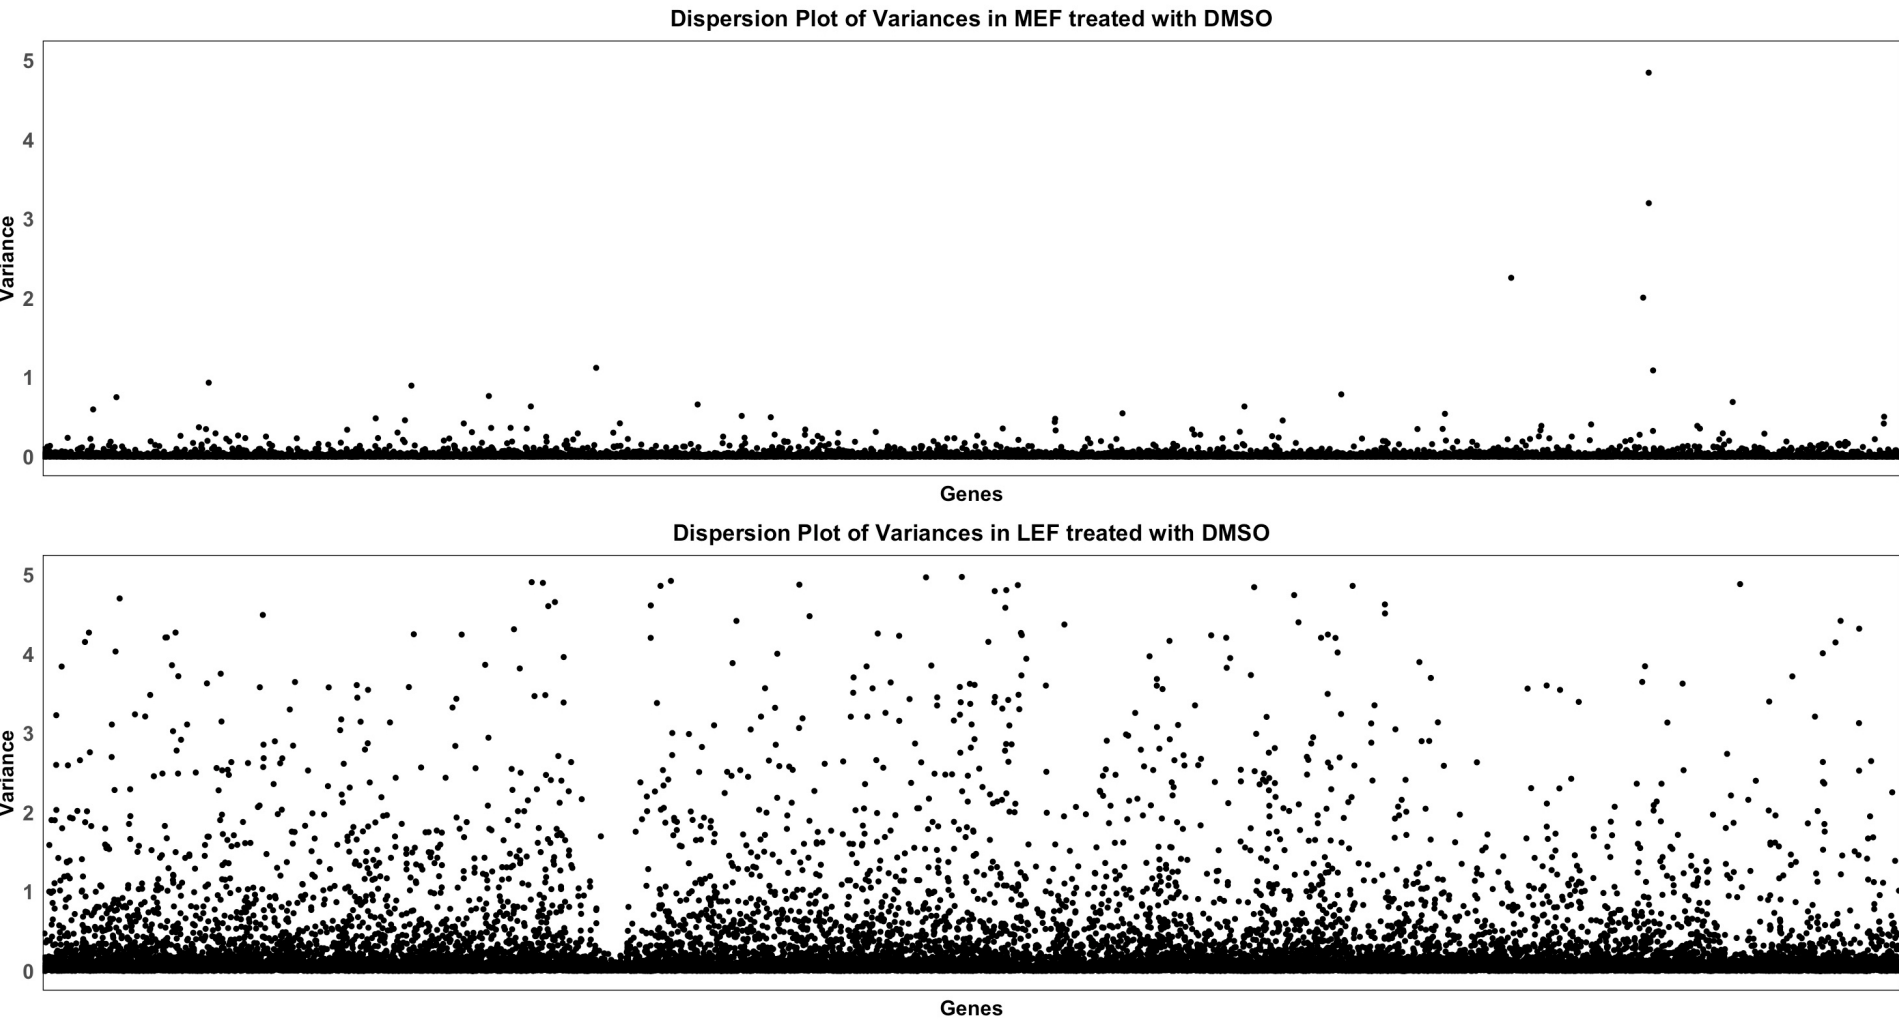

**Fig. S3. Comparison of gene expression variance in MEF and LEF RNA-seq replicates.**

Each dot represents the variance in expression for an individual mouse or *Anolis* gene. Genes are ordered based on their genome coordinates. To calculate variance, the count matrix containing raw counts was converted into a DESeqDataSet object. Then, the vst function in DESeq2 was used to normalize counts and stabilize variances before computing the variance using the apply function in R.

**Table S1. Upregulated Hh responsive genes in ASEC-1 cell line after 400 nM SAG exposure for 48hr.**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204275#supplementary-data>

**Table S2. Number of *ift88* mutant clones and types of indels**

| No. | Clone ID  | Type of indel    | Biallelic and out-of-frame mutation |
|-----|-----------|------------------|-------------------------------------|
| 1   | Clone #01 | + 1 / - 5        | Yes                                 |
| 2   | Clone #05 | + 1 / - 9        | No                                  |
| 3   | Clone #09 | + 1 / - 2        | Yes                                 |
| 4   | Clone #11 | + 1 / - 9        | No                                  |
| 5   | Clone #14 | + 227 / (WT/-1?) | No                                  |
| 6   | Clone #15 | + 1 / - 9        | No                                  |
| 7   | Clone #19 | + 1 / - 9        | No                                  |
| 8   | Clone #25 | - 1 / - 7        | Yes                                 |
| 9   | Clone #28 | - 2 / - 4        | Yes                                 |
| 10  | Clone #29 | + 1 / - 9        | No                                  |
| 11  | Clone #30 | + 1 / - 5        | Yes                                 |
| 12  | Clone #31 | + 1 / - 1        | Yes                                 |
| 13  | Clone #32 | + 1 / - 9        | No                                  |
| 14  | Clone #33 | + 1 / - 1        | Yes                                 |
| 15  | Clone #41 | + 1 / - 1        | Yes                                 |
| 16  | Clone #42 | + 1 / - 4        | Yes                                 |
| 17  | Clone #43 | + 1 / - 5        | Yes                                 |
| 18  | Clone #44 | + 1 / - 1        | Yes                                 |
| 19  | Clone #45 | + 1 / - 5        | Yes                                 |

**Table S3. Digit numbers in polydactylous embryos from the eggs treated with 100 µM SAG**

| No. | Number of digits on hindlimbs |       | Number of digits of forelimbs |       | Developmental stage |
|-----|-------------------------------|-------|-------------------------------|-------|---------------------|
|     | Left                          | Right | Left                          | Right |                     |
| 1   | 5                             | 5     | 5                             | 5     | Late 16             |
| 2   | 6                             | 6     | 5                             | 5     | 13                  |
| 3   | 6                             | 6     | 6                             | 6     | Late 13             |
| 4   | 6                             | 6     | 6*                            | 5*    | 14                  |
| 5   | 6                             | 6     | 6                             | 6     | 13                  |
| 6   | 6                             | 6     | 5                             | 5     | 14                  |
| 7   | 6                             | 6     | 5                             | 5     | 13                  |
| 8   | 6*                            | 9*    | 6                             | 6     | Late 11             |
| 9   | 6                             | 6     | 5                             | 5     | Late 13             |

\* Asymmetry observed between left and right digit numbers

**Table S4. Differentially expressed genes in response to 200 nM SAG exposure for 24 hr in *A. sagrei* and *M. musculus* primary limb cells.**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.204275#supplementary-data>

Table S5. Validation of RNAseq data by qRT-PCR

| Embryo no.        | Fold induction relative to DMSO control |              |              |              |
|-------------------|-----------------------------------------|--------------|--------------|--------------|
|                   | <i>gli1</i>                             | <i>ptch1</i> | <i>cldn1</i> | <i>ramp2</i> |
| 1                 | 12.69                                   | 2.81         | 1.37         | 1.64         |
| 2                 | 65.79                                   | 9.94         | 2.16         | 3.81         |
| 3                 | 66.02                                   | 9.56         | 1.25         | 3.52         |
| <i>p</i> -value = | 0.00014                                 | 0.00408      | 0.01709      | 0.00729      |

*p* values are associated with a two-tailed paired *t*-test. The analysis was performed using delta ct values.

Table S6. List of primer sequences used

| Gene name                               | Primer name          | Sequence                                                  |
|-----------------------------------------|----------------------|-----------------------------------------------------------|
| qRT-PCR primers                         |                      |                                                           |
| gapdh                                   | A.car-gapdh-fwd      | ATCGGAGTCAACGGATTTGG                                      |
|                                         | A.car-gapdh-rev      | CATGTAGACCATGTAGTTCAGG                                    |
| tbp                                     | A.sag-tbp-fwd        | TCTCCAATGACTCCCATGAC                                      |
|                                         | A.sag-tbp-rev        | CAGCCAAGATTTACCGTAGA                                      |
| atpf1d                                  | A.sag-atpf1d-fwd     | AGACTCTTCCGTCCAACTCC                                      |
|                                         | A.sag-atpf1d-rev     | TCAGACAAGGCCTTCTCCAG                                      |
| gli1                                    | A.sag-gli1-fwd       | GCTCAGTACATGCTGGTTGTC                                     |
|                                         | A.sag-gli1-rev       | CCGTGAGTAGGCTTTATTGCAG                                    |
| ptch1                                   | A.sag-ptch1-fwd      | GTGGAGTTTACGGTTCACATTG                                    |
|                                         | A.sag-ptch1-rev      | CACAGGTGCAAACATGTGTTCT                                    |
| ramp2                                   | A.sag-ramp2-fwd      | AGTGGCAGGGTGAGCAAAG                                       |
|                                         | A.sag-ramp2-rev      | GGTCCTCCTTCCAAAGACAA                                      |
| cldn1                                   | A.sag-cldn1-fwd      | TGAAGTCAAGAAGATGAGGATG                                    |
|                                         | A.sag-cldn1-rev      | AGTGAATGGGTTGAAGAACTC                                     |
| Genotyping and sequencing primers       |                      |                                                           |
| ift88<br>(PAGE<br>primers)              | ift88-screen-F1      | GATAATTCTGAATTAATTATAAACTCTTG                             |
|                                         | ift88-screen-R1      | TAACATTTAGGGCTCACTGG                                      |
| ift88<br>(Sanger<br>sequencing)         | ift88-screen-F2      | GTTATCAGTAGGAGGCAGTC                                      |
|                                         | ift88-screen-R3      | CTCACTGGCTGAAATGCTGAG                                     |
| ift88<br>(cDNA<br>Sanger<br>sequencing) | Asag_ift88_Ex1-F1    | CTGAAGCAGATGAAGATGATC                                     |
|                                         | Asag_ift88_Ex8-R3    | TCCAGCATCTTTTGCCTTCT                                      |
| ift88<br>(Illumina<br>sequencing)       | AS_ift88_illumina F2 | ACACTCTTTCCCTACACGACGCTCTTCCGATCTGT<br>TATCAGTAGGAGGCAGTC |
|                                         | AS_ift88_illumina R3 | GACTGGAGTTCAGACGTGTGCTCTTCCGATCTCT<br>CACTGGCTGAAATGCTGAG |
| Sex-genotyping primers                  |                      |                                                           |
| AsagB-F1                                |                      | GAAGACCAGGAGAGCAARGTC                                     |
| AsagB-R1                                |                      | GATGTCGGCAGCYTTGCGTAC                                     |
| kank1-AcF                               |                      | CCTTCCTTTGTAGGATCCAGTG                                    |
| kank1-AcR                               |                      | GGAGCACAGGGATAGTTTTGAC                                    |

How the deposited data were processed for this re-analysis (not part of the article)

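RNA-seq was analysed from 3 experiments, each comparing SAG with vehicle (DMSO). They were ASEC-1 cells (4 libraries per group, 400 nM SAG for 48 h), primary limb LEFs of *A. sagrei* (5 embryos, 200 nM SAG for 24 h, 29°C) and primary limb MEFs (5 embryos, 200 nM SAG for 24 h, 37°C). Samples were grouped by the labels of the deposited tables. The whole-genome sequencing sample was not used here.

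The authors checked reads with FastQC 0.11.8, aligned limb cell reads with HISAT2 2.1.0 to AnoSag2.1 or mm10, counted them with featureCounts of Rsubread 2.10.5 and processed the counts with DESeq2 1.36.0. The ASEC-1 methods name AnoSag2.1 and do not repeat the aligner. The paper states that this assembly lacks the Y chromosome, whereas the ASEC-1 table lists 814 features of a Y chromosome annotation, so it cannot rest on that assembly alone. The authors deposited a signal per gene and library, the count divided by 1 size factor per library, in 1 table per experiment. The authors also deposited a DESeq2 table for ASEC-1, with mean signal, the log2 fold change, the linear fold change, its standard error, the test statistic (a score) and the p-value and adjusted p-value of each feature. Its 17798 features include 3450 without an adjusted p. This table was used only for comparison, where it is named. Size factors were checked from the values, since each value is a whole multiple of its library's step, and reads were recovered as whole numbers. No column of per-sample values was left out (0 columns).

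Depth is given as recovered reads, from 11902804 in the shallowest library (MEF SAG of embryo 3) to 49074142 in the deepest (MEF DMSO of embryo 3). The design of the tests, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined, but the cholesterol synthesis list was written after the lizard part of Table S4, which holds the authors' results on the same libraries, had been read. The tables hold normalized values, so the tests used limma 3.58.1 (lmFit, eBayes with an intensity trend) in R 4.3.3 on log2(normalized count + 1), where the authors used DESeq2 on counts. Features with a mean of at least 10 were tested, with the replicate as a block and Benjamini-Hochberg adjustment. The thresholds of the adjusted p were the paper's 0.05 for LEFs and 0.01 for MEFs, and 0.05 for ASEC-1. DESeq2 1.42.0 and edgeR 4.0.16 on the recovered reads were alternatives. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

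The replicate number pairs the LEF and MEF libraries because the paper states that the cells of 1 embryo were divided between the DMSO and SAG wells. Deviations of same-numbered libraries correlated with an r of at least 0.85 in LEFs and 0.51 in MEFs. For ASEC-1 the paper states that samples were processed and analysed in pairs. Species were fitted apart, since their tables were normalized apart. Their responses were compared with limma on the log2 change of each embryo, over 10196 symbols tested in both. Where features shared a symbol, the one with the highest mean represented it. Symbols shared by features concern 9189 LEF, 8283 ASEC-1 and 43 MEF features, and their reads can be split between copies. Spreadsheet dates stand in place of 3 LEF, 27 MEF and 3 ASEC-1 symbols, and 5 LEF and 4 ASEC-1 features have no symbol, so these were left out of comparisons by symbol. ASEC-1 and LEF features were matched by the number in their identifiers. Of 19975 pairs with the same number, 18415 carry the same symbol, 1442 differ by a missing leading T and 118 differ otherwise.

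The genes named are those the paper names, the 5 upregulated and 5 downregulated genes with the smallest adjusted p in each experiment that moved the same way in every pair and have a symbol, and the 3 shared genes of opposite direction with the smallest p for the difference between species. Exceptions are marked where they are named, and 1 gene that the paper names is not reported here. Lists of 43 S phase and 54 G2/M phase genes (as shipped with Seurat) and a hand-written list of 26 cholesterol synthesis genes were tested with fry of limma, with camera as an alternative (preset correlation 0.01, or estimated). Marker lists of muscle cells, cartilage cells, endothelial cells, epithelial cells and macrophages, and a mouse list of sex-linked genes, were summed per library. *Xist* of the last list has no feature in the MEF table, so only its Y-linked part was used. For the lists, p is also adjusted over the 9 tests and given by an exact permutation over the splits that part every pair. Small groups were compared by exact permutation tests, and shares carry 95% Wilson intervals. Intervals and read floors (3 reads) cover counting error only.

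The alternatives were a fit without the replicate block, pseudocounts of 0.1 and 5, no filter, a minimum mean of 50, quantile normalization, upper-quartile scaling, edgeR, DESeq2, another threshold, summed features of 1 symbol for the shared genes, and leaving out each replicate in turn. DESeq2 with its own filter was added after the data were seen. The procedures were tested on simulated data with 200 strongly changed genes and 40 weakly raised genes for the test of lists. Recovery is the share of the 200 that were called, and wrong calls are the share of all calls that were neither of the 200 nor of the 40. Limma recovered 88.0% in the LEF design with 2.53% wrong calls, 98.0% in the MEF design with 2.08% wrong and 98.0% in the ASEC-1 design with 7.94% wrong. In the LEF design, edgeR recovered 91.0% with 6.02% wrong calls and DESeq2 91.0% with 12.4% wrong. The test of the difference between species, with 200 changed genes alone, recovered 94.0%, with 0 wrong calls. Planted changes were equal in every embryo and genes varied independently. The planted differences between species were larger than those found for *Gli2*, *Mgat3* and *Adgre5*. These shares therefore do not carry over to smaller or uneven changes. Table S4 was read from a copy that holds 1999 of 8957 lizard upregulated, 1999 of 10326 lizard downregulated and 1314 of 1386 mouse upregulated entries, and no list was tested on it.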

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

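Chosen only after the result was seen were the tests of exchanged labels and of a shift in both wells for MEF embryo 3, the counts of other splits, the test of copies for the Y chromosome features and the tests of the lists between LEFs and ASEC-1. For the named genes, 146 groups of 4 or 5 libraries were checked for a library far from the others (Dixon's test at its 5% critical value). It occurred in 14 groups, where 7.3 are expected by chance.

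In the MEF DMSO library of embryo 3 this held for 5 genes. *Gli1* was at 586 normalized counts against at most 14.9 in the other DMSO libraries, *Ptch1* at 2248 against 694, *Hhip* at 33.2 against 13.6, *Gli2* at 848 against 583 and *Sh3bp4* at 1341 against 848. Over the 113 genes that changed at least 2-fold in the median of the other 4 embryos, the library lay at 0.501 on a scale from their DMSO level (0) to their SAG level (1), and the other DMSO libraries, each placed on genes and levels taken in the same way from the remaining embryos, embryo 3 among them, lay between -0.0752 and -0.0150. Exchanged labels are excluded by the SAG library of embryo 3, at 1.07 on this scale. A shift of embryo 3 in both wells stays open. Its SAG library lay 0.0746 above the SAG level of the others, but SAG libraries may be at the limit of the response, where a shift need not show. With its reads thinned to 11902804, the depth of the shallowest MEF library, the DMSO library lay at 0.532, so depth does not account for it. Material of SAG-treated female embryos is excluded because the summed Y-linked counts of the DMSO library were 1.06 times those of its SAG library (7477 and 7053), while embryos 2, 4 and 5 had at most 2.33. Embryo 1 is also male (8420 and 8321), so the ratio does not exclude its material.

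Material of SAG-treated cells of embryo 3 in its DMSO library, a partial activation of the pathway in that well and a higher activity of the embryo in both wells cannot be told apart here. Mixed material would give the same share of the SAG level for every kind of gene. The test was run in 3 versions, and the gene selection and the reference were changed after values had been seen, so it carries little weight. The first (genes past 2-fold in every other embryo, share of the other embryos' SAG level, position 0.478) gave median shares of 0.376, 0.485 and 0.548 for genes induced at least 4-fold, induced 2- to 4-fold and repressed at least 2-fold, with overlapping 95% bootstrap intervals. The second (median fold) gave 0.337, 0.507 and 0.668, where the interval of the strongly induced genes (0.101 to 0.422) lay below that of the repressed genes (0.487 to 0.823). The third (share of its own SAG library) gave 0.426, 0.436 and 0.624, where the repressed interval began at 0.507. The largest minus the smallest share was 0.198. Repressed genes had shares from -0.42 to 0.18 in the embryos without a shift, so a spread of this size may arise without any cause of its own. The share of 0.426 for strongly induced genes would be given by any of these explanations. No log2 fold change of the named MEF genes changed its call without replicate 3.

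In LEFs the libraries far from the others were embryo 1 for *gli1* with DMSO (8.75 against at most 2.25), *gli2* with DMSO (10413 against 7363) and with SAG (10836 against 6819), *boc* with SAG (14633 against 5503), and *cldn1* with DMSO (136 against 19.1) and with SAG (596 against 95.9). It was embryo 3 for *tbp* with SAG (629 against 475). The *cldn1* symbol is carried by 3 lizard features, and *gli1* rests on 5 reads. In ASEC-1 they were replicate 1 for *col4a2* with SAG (5826 against at most 5358) and replicate 4 for *sdr42e1* with SAG (10926 against at least 11434). No explanation was tested for these single values. The paper states that the embryos came from different females and names a spread in stage as a possible reason for variability, and neither was tested.

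The SAG response differed between LEFs and MEFs for 310 of 10196 genes at an adjusted p under 0.05 (limma on the changes per embryo), 160 with a higher change in MEFs and 150 with a higher change in LEFs, and 248 had mean changes of opposite sign. Of 100 splits of the 10 embryos, 1, the real one, gave as many. Leaving out 1 replicate number gave 77, 151, 341, 73 and 130 genes for replicates 1 to 5. MEF minus LEF differences of named genes were 1.24 for *Gli2*, -2.06 for *Ramp2*, -2.32 for *Fap*, 1.01 for *Mgat3* and -1.001 for *Adgre5*, with adjusted p of 0.00361, 0.00306, 0.00306, 0.00363 and 0.00532. Species, temperature, assembly and relatedness of the embryos differ together between the groups, and no test here separates them.

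The S phase list changed by 0.57 more on the log2 scale in LEFs than in ASEC-1 and the cholesterol synthesis list by 0.61 more (means of the medians per embryo or pair). Exact permutation tests, two-sided, of the 5 LEF embryos against the 4 ASEC-1 pairs gave p = 0.0159 for S phase and p = 0.00794 for cholesterol synthesis. The cholesterol list was written after LEF results had been read, so its p is not independent evidence. The 4 ASEC-1 pairs are plates of 1 line and not separate embryos, so the units compared differ in kind. The G2/M list was not compared in this way. In ASEC-1 itself 0 genes of the S phase, G2/M phase and cholesterol lists passed the threshold over all genes or adjusted over the list alone, with 9 of 41, 1 of 48 and 4 of 25 at an unadjusted p under 0.05, and exact permutation tests over 8 splits gave p = 0.375, 0.75 and 0.375, with fry p of 0.315, 0.704 and 0.517 (29, 28 and 16 genes higher). Dose, exposure, passage and source of the cells differ along with the line, so the difference cannot be assigned to any of them.

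In ASEC-1, 430 features passed the threshold, and the paper's text describes the SAG response of *gli1* and *ptch1* among them. It also discusses *acta2* and *pdgfra*, which passed too, but as cell type markers and not for their SAG response. With all libraries thinned to 34345349 reads, 426 were called and 399 of the 430 remained, so a difference in depth is excluded as the cause of most. With upper-quartile scaling 406 remained, which excludes the authors' size factors in the same way. Of the 8 splits of the libraries that part every pair, 1, the real one, gave as many genes, and 8 splits cannot show more than that.

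In ASEC-1, 246 of the 814 features of the Y chromosome annotation had reads, 0.631% to 0.652% of each library. Of the 174 with a mean of at least 10, 149 (85.6%) carry the symbol of another feature, or 162 (93.1%) if a missing leading T is allowed for, which was added after the first value was seen. The highest mean was 26639 for *rps15a*. The paper reports from PCR genotyping that the line carries a Y chromosome. Whether these reads come from it or from near-identical copies elsewhere cannot be told from these counts, because a shared symbol is likely either way. With SAG 0 of these features passed the threshold, and 9 had an unadjusted p under 0.05.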

How the results depend on the processing

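No test of an explanation was chosen in this part. For the 52 log2 fold changes of named genes, 766 values under alternatives gave 679 with the same direction and side of the threshold, 7 that newly passed it, 80 that lost it and 0 of opposite sign. Of 96 alternative means of the 16 markers, 10 moved by more than 1 SD, and 32 of 112 of their rank percentages did. The causes of the moves below were not tested, except that a left-out replicate or a stricter threshold reduces what can be called.

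Omitting the replicate block moved 51 LEF genes up and 6 down to 0 and 0 (112 at an unadjusted p under 0.05), 1109 MEF genes up and 881 down to 181 and 104, and 35 shared genes to 0. It also gave a fry p of 0.510 in place of 0.00849 for the G2/M list and 0.0850 in place of 0.00664 for the cholesterol list in LEFs, 0 in place of 9 S phase genes and 0 in place of 1 G2/M gene among shared upregulated genes, and 0 in place of 11 genes shared by ASEC-1 and LEFs. Named genes that lost the threshold without the block are counted above. In ASEC-1 the paired numbers did not mark libraries that deviate together (r from -0.0356 to 0.0492, 0 of 4 pairs over 0.1), and without the block 169 genes were up and 175 down against 202 and 228.

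With a pseudocount of 0.1, there were 26 LEF genes up, 2 down, 17 shared and 2 shared by ASEC-1 and LEFs. With no filter there were 3 LEF genes down, 141 ASEC-1 genes down and 21 shared. DESeq2 on recovered reads gave 283 LEF genes up and 133 down and 179 shared, and with its own filter, chosen after seeing the data, 279, 124 and 172. At an adjusted p under 0.01 there were 4 LEF genes up and 0 down (2270 at an unadjusted p under 0.05), 121 ASEC-1 genes up and 111 down, 1 gene shared by ASEC-1 and LEFs, and, in both species, 3 shared genes, 100% in the same direction (exact binomial p = 0.25). At 0.05, 1517 MEF genes were down. The G2/M genes among shared upregulated genes were 3 with a pseudocount of 5, 3 with a minimum mean of 50, 2 with quantile normalization and 3 with upper-quartile scaling, against 1. The r between ASEC-1 and LEF responses was 0.14 with a minimum of 50, against 0.10. The upregulated genes were 283 of 416 called with DESeq2 in LEFs and 100% without replicates 1, 2 or 4, against 89.5%, and 57.4% without replicate 3 in ASEC-1, against 47.0%.

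With the correlation estimated, camera gave p of 0.0516 for the G2/M and 0.0610 for the cholesterol list in LEFs, and 0.0797, 0.0979 and 0.0982 for the S phase, G2/M and cholesterol lists in MEFs. With a preset correlation it gave 0.00785 for the S phase list in ASEC-1, where fry gave 0.315 and an estimated correlation 0.418.

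Across the fits that each left out 1 replicate, LEF genes up ranged from 4 to 38 and down from 0 to 1 (1479, 1964 and 1688 at an unadjusted p under 0.05 where 0 were down), MEF genes up from 741 to 1089 and down from 575 to 850, ASEC-1 genes up from 113 to 234 and down from 118 to 263, and shared genes from 2 to 21, with 85.7% to 100% in the same direction. S phase genes among shared upregulated genes ranged from 1 to 5 and G2/M genes stayed at 0. Genes whose response differed between species ranged from 73 to 341, against 310. The p of the G2/M list in ASEC-1 ranged from 0.285 to 0.943, and its direction reversed without replicate 3 (0.801 against 0.704). None of the reversed values passed a threshold.

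Of 110 alternative values for the differences between species of 11 named genes, 107 kept direction and side. *Cldn1* (-2.05, adjusted p = 0.110) passed without replicate 3 (-1.31, adjusted p = 0.0154, within a range over its 10 alternatives of 0.0154 to 0.224). The other 2 reversed without replicate 3, where *Gli1* went from -1.06 to 0.20 and *Ptch1* from -0.73 to 0.21, and the lowest values with another replicate left out were -1.57 and -1.12. In LEFs *gli1* had at most 3 reads in 4 of 5 DMSO libraries, so its fold change depends on the pseudocount.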

Differences from the paper's values

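The alternatives below were set before the data were examined unless another origin is given. A gap is called closed when an alternative brings the value to within 1.5 times the paper's, or for *gli1* to within the paper's standard error, so a value just inside this limit also counts. The paper reports 275 upregulated and 116 downregulated genes in LEFs, where limma gave 51 and 6. With DESeq2 on recovered reads the counts were 283 and 133, and with DESeq2 and its own filter, chosen after seeing the values, 279 and 124. No other alternative closed either gap.

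The paper's 181 shared genes, of which 133 are up in both species and 20 down in both, compare with 35, 26 and 4 here. DESeq2 on recovered reads gave 179, 130 and 20, and its own filter, chosen after seeing the values, 172, 127 and 19. No other alternative closed these gaps. The paper gives 7% of shared genes as up in LEFs and down in MEFs, against 11.4% here. A pseudocount of 0.1 (5.88%), upper-quartile scaling (10.3%), DESeq2 on recovered reads (8.38%) and summed features of 1 symbol (9.09%) closed this gap by that rule, as did the own filter of DESeq2, chosen after seeing the values (7.56%). Upper-quartile scaling lay just inside the limit and edgeR (10.6%) just outside it, and the other alternatives did not close the gap. For genes down in LEFs and up in MEFs, the paper gives 8% and the value here is 2.86%. DESeq2 on recovered reads (7.82%) closed the gap, as did its own filter, chosen after seeing the values (7.56%), and no other alternative did.

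For *gli1* in LEFs, Table S4 of the paper gives a log2 fold change of 7.74 with a standard error of 0.542, and the value here is 6.98. A pseudocount of 0.1 (8.14), quantile normalization (7.21), edgeR (7.63) and DESeq2 (7.74) on recovered reads closed the gap, as did the own filter of DESeq2, chosen after seeing the values (7.74), and the other alternatives did not.

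The paper lists *Hip1* among the genes responsive in both species. In LEFs its adjusted p here was 0.144. DESeq2 on recovered reads did not call it (0.0528), and with its own filter, chosen after seeing the values, it was called (0.0490). Over all alternatives its adjusted p ranged from 0.0490 to 1.00. The paper names *cldn1* among the differentially expressed genes of LEFs, and its adjusted p here was 0.0553. It was called in 6 of 15 alternatives, among them edgeR (0.0326), DESeq2 (0.00736) and DESeq2 with its own filter, chosen after seeing the values (9.72e-06), with a range of 9.72e-06 to 1.00.

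The paper gives a lower share of responsive lizard genes with a responsive mouse ortholog than found here, and its share is over all responsive lizard genes, whereas the 70.0% here is over the symbols tested in both species. Over all LEF calls, a basis chosen after seeing the values, the share was 61.4% with limma, 43.0% with DESeq2 on recovered reads and 42.7% with its own filter, also chosen after seeing the values. Without replicates 1 to 5 it was 50.0% (2 of 4 genes), 77.8%, 53.8%, 53.8% and 43.8%. The paper describes *gli1* and *ptch1* transcripts in LEFs as similar in level to *tbp* and *atp5f1d*. With DMSO, *gli1* was at 2.57 and *ptch1* at 552 normalized counts, against 431 for *tbp* and 2118 for *atp5f1d*. With SAG, *gli1* was at 478 and *ptch1* at 3785, against 482 for *tbp* and 1955 for *atp5f1d*. These are means, and across the 5 embryos with SAG *gli1* ranged from 105 to 1084 and *tbp* from 418 to 629. The counts were not divided by transcript length, which limits a comparison of levels between genes.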

Other observations

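Chosen only after the result was seen were the counts of other splits, the test of cell mixtures, the depth test for *gas1*, the exact permutation p of the lists and the test of exchanged labels for DESeq2; the slope test for *gas1* was made stricter, and the genes *Cdkn1c*, *cdk6* and those given for cell types were picked, after values had been seen.

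Other splits of the same libraries were counted. Among the 16 splits that part every pair of LEFs, 1, the real one, gave as many genes as the 57 found, and among the 16 of MEFs 1 gave as many as the 1990. Each of the 3 gene lists had 1 split of 16 with a fry p as small in LEFs and 1 in MEFs. In ASEC-1, 3, 6 and 3 of 8 splits gave a p as small for the S phase, G2/M and cholesterol lists. With 16 or 8 splits no share under 0.05 can be reached. Splits that part only some pairs were also fitted with the replicate block, so only the parted pairs inform the comparison. A count from these splits rests on fewer pairs than the real one. Of 84 such LEF splits 7 gave genes, up to 397, and 2 gave at least as many as the real one, whereas 84 of MEFs gave 0. Of 27 such ASEC-1 splits 3 part no pair and could not be fitted, and 4 of the other 24 gave genes, up to 13. Of 100 joint splits of LEFs and MEFs, 1, the real one, gave as many as 35 shared genes.

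The paper does not compare ASEC-1 with LEFs. Features were matched by the number in their identifiers, and 118 of 19975 pairs carry symbols that differ by more than a missing leading T, so some pairs may not be the same gene. Among 12671 features tested in both, 11 of the 52 LEF and 418 ASEC-1 calls were shared, where 1.72 are expected by chance (odds ratio 8.05, Fisher's exact test, two-sided, p = 7.88e-07). They include *gli1*, *ptch1*, *adgre5*, *fap*, *efemp1* and *adcy7*, and all 11 moved the same way. Of 100 joint splits, 1, the real one, gave as many. Genes are not independent, so the Fisher p of this overlap may be too small. The responses correlated with an r of 0.10 across genes, and 18 of 100 joint splits gave an r as large in size. The r of the splits was kept without its sign, and in the other splits its size lay between 4.41e-05 and 0.17. The 18 may therefore include negative correlations. Regrouped libraries can keep true responses in part of the pairs. These splits therefore cannot tell whether the correlation would arise without a shared response.

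The spread between LEF DMSO libraries was larger than between MEF libraries (ratio of median variances 13.6). With all 10 libraries thinned to 12305376 reads the ratio was 10.9 (0.224 and 0.0206), without the 100 most abundant features it was 13.6, and over features with a symbol of their own 10.6, so depth, a few abundant genes and shared symbols do not account for it. Different mixtures of cell types may add to the spread and cannot be told apart from differences in expression, since fibroblast libraries hold no pure reference. The summed muscle list was 268373 normalized counts in embryo 4 against 1609.6 in the lowest DMSO library, a ratio of 167, with *actc1* at 128274 and *myh3* at 109276. The epithelial list was 201889 in embryo 3 against 1236 (*krt18* 111503, *krt8* 87742), and the macrophage list 3754 in embryo 4 against 65.0 (*lyz* 3613). The cartilage and endothelial lists differed 5.50-fold and 5.05-fold. In MEFs the ratios were 2.11, 4.70, 7.19, 1.52 and 1.94 for muscle, epithelial, macrophage, cartilage and endothelial lists, and in ASEC-1 1.11, 1.16, 1.15, 1.09 and 1.33. With a median of at least 10 in DMSO libraries, 4 of 10 muscle, 4 of 8 epithelial and 2 of 9 macrophage genes were expressed in LEFs and 9, 4 and 3 in ASEC-1, whose muscle list summed to 352372 or more. A spread in stage or genetic background, which the paper names, was not tested.

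The LEF changes of *gas1* per embryo were -2.08, -0.33, -1.69, -1.96 and -0.04 for embryos 1 to 5. *Cdkn1c* changed by -1.62, -0.28, -1.97, -1.84 and 0.08, and *cdk6* by 1.72, 0.49, 1.52, 1.24 and 0.05. Embryo 5, with the smallest change, has the deepest DMSO library (35047720 reads), which excludes low depth as the cause. A weaker response of embryos 2 and 5 as a whole is possible and cannot be told from these values: the slope of the changes on the mean MEF response over 493 genes was 0.281 in embryo 5, and 0.330, 0.244, 0.566 and 0.301 in embryos 1 to 4, with overlapping bootstrap intervals. In MEFs the slope was 0.575 in embryo 3 and 1.02 to 1.15 in the others. Changes of pairs of embryos correlated across genes with r of 0.03 to 0.48 in LEFs and 0.54 to 0.75 in MEFs, and with r of 0.15 to 0.33 between ASEC-1 pairs.

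DESeq2 called 416 LEF genes, including the 57 of limma. Of the 359 called by DESeq2 alone, 90.8% moved the same way in all 5 embryos, against 15.4% of all genes tested and 6.25% by chance. A paired test picks such genes with or without an effect, so whether they rest on a few embryos, or were called without an effect, cannot be told. In the 15 splits with labels exchanged within pairs, DESeq2 called up to 143 genes (median 1, with a gene in 10 splits) and limma and edgeR called 0, and exchanging labels leaves true responses in part of the pairs.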
